# Prophage induction can facilitate the *in vitro* dispersal of multicellular *Streptomyces* structures

**DOI:** 10.1371/journal.pbio.3002725

**Published:** 2024-07-25

**Authors:** Hoda Jaffal, Mounia Kortebi, Pauline Misson, Paulo Tavares, Malika Ouldali, Hervé Leh, Sylvie Lautru, Virginia S. Lioy, François Lecointe, Stéphanie G. Bury-Moné

## Abstract

*Streptomyces* are renowned for their prolific production of specialized metabolites with applications in medicine and agriculture. These multicellular bacteria present a sophisticated developmental cycle and play a key role in soil ecology. Little is known about the impact of *Streptomyces* phage on bacterial physiology. In this study, we investigated the conditions governing the expression and production of “Samy”, a prophage found in *Streptomyces ambofaciens* ATCC 23877. This siphoprophage is produced simultaneously with the activation of other mobile genetic elements. Remarkably, the presence and production of Samy increases bacterial dispersal under *in vitro* stress conditions. Altogether, this study unveiled a new property of a bacteriophage infection in the context of multicellular aggregate dynamics.

## Abstract 2

Little is known about the impact of phages on Streptomyces physiology. In this study, induction of the prophage ’Samy’ was found to enhance the dispersal of multicellular aggregates of Streptomyces ambofaciens bacteria in response to stress, likely promoting lineage propagation.

## Introduction

*Streptomyces* are among the most prolific producers of specialized metabolites, with applications in medicine and agriculture [1,2]. These filamentous gram-positive bacteria are widely distributed in the environment and play a key role in soil ecology [3,4]. *Streptomyces* are a rare example of multicellular bacteria capable of forming hyphae with connected compartments. They present a complex life cycle that involves uni- to multicellular transitions, sporulation, metabolic differentiation, programmed cell death, and exploration [3,5].

While *Streptomyces* is the largest prokaryotic genus with over 900 species (Genome Taxonomy Database, Release 08-RS214), relatively few *Streptomyces* phages have been characterized to date. They represent less than 2.5% of the bacterial viruses listed by the International Committee on Taxonomy of Viruses (ICTV) (release 21–221122_MSL37) or the National Center for Biotechnology Information (NCBI) and only 7.5% of the Actinobacteriophage Database [6]. The *Streptomyces* phages identified so far are double stranded DNA viruses belonging to the *Caudoviricetes* class or *Tectiviridae* family, with the possible exception of an RNA virus detected in a *Streptomyces* transcriptome [7]. Nevertheless, the mechanisms by which bacteriophages recognize, attach to, multiply into, and eventually propagate within multicellular mycelia remain largely unknown. The research on phage diversity and impact on *Streptomyces* physiology and ecology is still in its infancy, with only a few examples to date [8]. Exploring how the multicellular nature and complex differentiation of *Streptomyces* can influence the viral cycle, potentially leading to partial and/or transient resistance to phages, is a promising avenue for research [9,10].

By causing lysis of their host, some *Streptomyces* phages are likely to contribute to the death process of a part of the colony and/or to premature termination of antibiotic production. Accordingly, they can lead to industrial fermentation failure [11]. Moreover, *Streptomyces*–phage interplay may also encompass specific traits linked to the complex life cycle of these bacteria. For instance, some phages can induce the release of specialized metabolites [12,13]. Reciprocally, some bioactive compounds produced by *Streptomyces* can act as antiphage defenses [14–16]. Furthermore, some *Streptomyces* phages encode homologs of sporulation and antibiotic production regulators [17] and can impact the developmental cycle of *Streptomyces* [13]. Reciprocally, susceptibility to phage infection varies along this cycle [13,18].

The last few years have been marked by a sustained effort in the isolation and sequencing of *Streptomyces* phages from environmental samples [12,19–25]. Moreover, the *Streptomyces* genome can constitute *per se* a viral genetic reservoir, through the genomes of temperate prophages that they may host. Indeed, prophage-like sequences are detected in about half of the Actinobacteria [26,27], including 62.4% of *Streptomyces* genomes [26]. While experimental validation is necessary to assess the functionality of these regions, this suggests a significant role for temperate phages in shaping the population dynamics of these bacteria. The prophage state is, perhaps, one of the most important stages in the interaction between phage and host genomes. Indeed, the lysogenic cycle represents an opportunity for phages to confer new properties to their host notably through the expression of moron genes that may contribute to bacterial fitness and environmental niche expansion [28].

In this study, we investigated the (pro)phage biology of *Streptomyces ambofaciens*, a strain valued for its spiramycin production. Although the central chromosome region is considered as a hotspot for integrative element insertion [29], this strain is predicted to harbor a complete prophage in its terminal chromosome compartment. We previously reported that in exponential phase, this compartment is less active transcriptionally compared to the central region and exhibits higher levels of antisense-oriented transcription, especially in the predicted prophage region [30]. Here, we characterize the condition of production of this novel temperate phage from *S*. *ambofaciens* ATCC 23877, which we named “Samy.” This prophage is induced under metabolic stress and activated at the same time as other mobile genetic elements. We observed that this induction promotes bacterial dispersal under *in vitro* stress conditions. This study reports a new property resulting from phage–bacteria interaction in the context of multicellularity.

## Results

### Identification of Samy, a complete prophage, in the *S*. *ambofaciens* ATCC 23877 chromosome

The comparison of *S*. *ambofaciens* ATCC 23877 genome to the closely related strain DSM 40697 led to the identification of a genomic island (≈71 kb, 113 genes; **Fig 1A**), which is remarkably large. Indeed, only 12% of *S*. *ambofaciens* ATCC 23877 genomic islands exceed 45 genes [30]. This region exhibits the lowest guanosine and cytosine (GC) content (≈66%) and is predicted to contain a complete prophage (**Fig 1A**), as previously reported [26,30]. This latter, further named “Samy”, is exclusively present in the ATCC 23877 strain and stands as the sole complete prophage identified in its genome. The ATCC 23877 and DSM 40697 strains share 99.04% of average nucleotide identity calculated by using the BLASTn algorithm (ANIb) [31], indicating that they belong to the same species. The absence of Samy in the DSM 40697 strain indicates that the infection is relatively recent, i.e., occurred after speciation. The identification of a direct repeat (“TCGGGTGTGTCG”) in front of a serine integrase gene and approximately 61 kb downstream prompted us to propose this sequence as belonging to the left (*attL*) and right (*attR*) attachment sites of the Samy prophage (6,589,778 to 6,650,857 bp position in the *S*. *ambofaciens* ATCC 23877 chromosome). Immediately upstream, a region of approximately 10 kb contains only a few phage genes, including one coding for a putative integrase, indicating that it may correspond to a remnant prophage (**Fig 1B**). The mosaic composition of the genomic island suggests that it is located in a region prone to integration and/or fixation of exogenous sequences.

**Fig 1:**
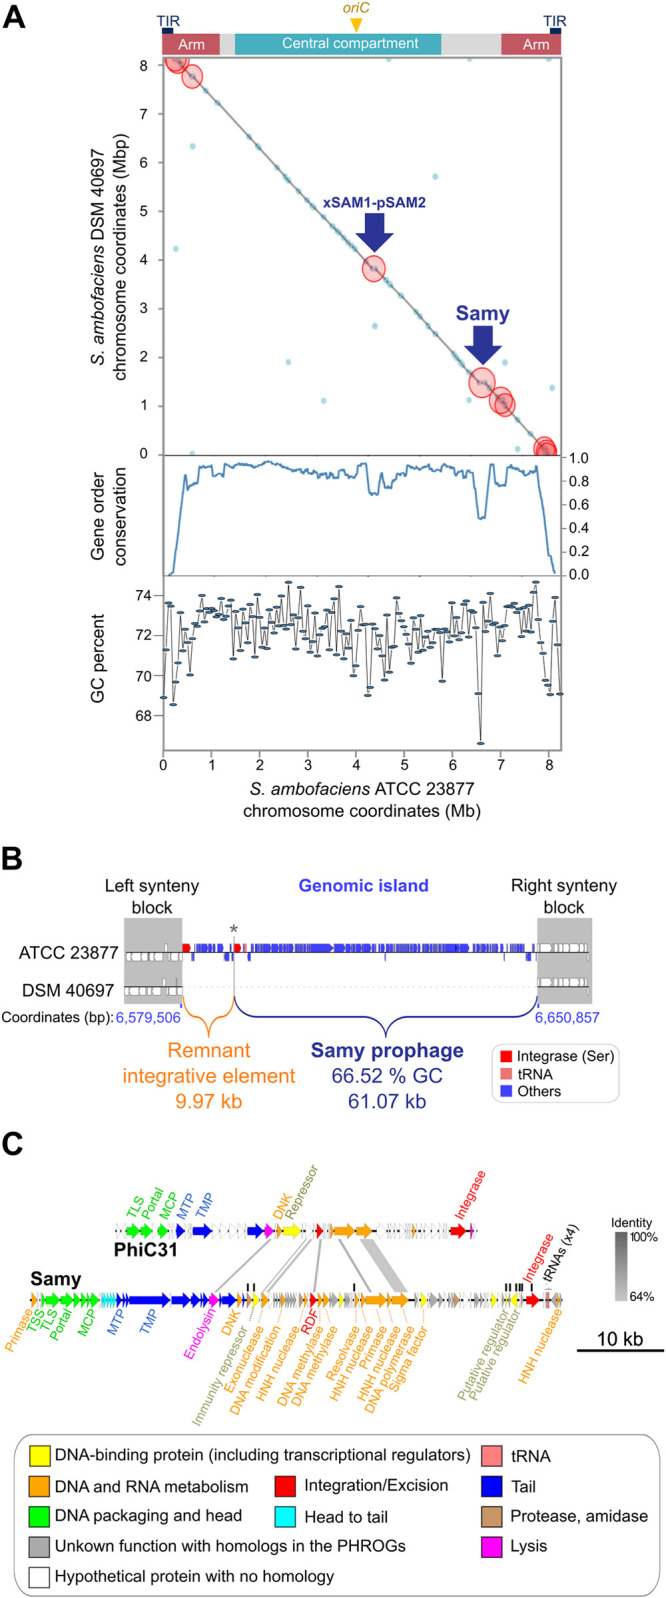
Samy prophage identification by comparative genomics. (**A**) Pairwise comparison of *S*. *ambofaciens* ATCC 23877 and DSM 40697 chromosomes. The gray line indicates the position of genes whose order is perfectly conserved between strains. The blue dots indicate areas of synteny break identified using Synteruptor [32]. The red circles correspond to genomic islands containing at least 20 CDS in one of the strains. The blue arrows indicate the position of xSAM1-pSAM2 integrated elements as well as the genomic island of interest harboring Samy prophage, detailed in the panels (**B**) and (**C**). The central compartment (delimitated by the distal *rrn* operons) [30], the arms (defined as terminal regions devoid of core genes), the terminal inverted repeats (TIRs), and the position of the origin of replication (*oriC*) in *S*. *ambofaciens* ATCC 23877 chromosome are indicated. The level of gene order conservation between both strains as well as the GC percent content calculated in a window of 50 kb are indicated below the dot-plot. The original plot generated by Synteruptor [32] is available on the “S_ambofaciens_close2” database (https://bioi2.i2bc.paris-saclay.fr/synteruptor/explore_db.php). The data and scripts underlying the lower panel can be found in S1 and S2 Data, respectively. (**B**) Schematic representation of the genomic island containing the Samy prophage. The regions in which gene order is perfectly conserved in *S*. *ambofaciens* ATCC 23877 and DSM 40697 chromosomes are defined as the left and right synteny blocks (gray). The coordinates of the genomic island borders in *S*. *ambofaciens* ATCC 23877 strain are indicated in blue. The genomic island is composed of 2 regions: a remnant integrative element and the Samy prophage. These regions are separated by a short intergenic region (represented by an asterisk; 305 bp located from 6,589,473 to 6,589,777 bp) present in both strains. Two serine integrase coding sequences (red) have been predicted. The prophage also contains 4 tRNA encoding genes (pink). (**C**) Annotation of Samy sequence and comparison with the genome of the phylogenetically related PhiC31 phage. Gene functions are color-coded as detailed in the legend. The annotation of PhiC31 (Lomovskayavirus C31) genes was previously reported in [33] and [34]. Black vertical lines indicate the nine Samy genes identified as overexpressed compared to the entire Samy phage genome across all non- or poorly induced conditions (S3 Table). The genome comparison was performed using Easyfig software (e-value <10^−3^). The percentage identity between DNA homologous sequences in Samy and PhiC31 is shown in shades of gray. Other abbreviations: DNK, Deoxynucleoside monophosphate kinase; MCP, Major capsid protein; MTP, Major tail protein; RDF, Recombination directionality factor; TSS, Terminal small subunit; TLS, Terminal large subunit; TMP, Tape measure protein.

Samy prophage presents a typical GC content (66.53%) and size (61.07 kb, 102 genes) compared to other *Streptomyces* phages (**S1 Fig and S1 Table**). Annotation of Samy sequence allowed identification of most structural genes that are essential to form a complete phage (for instance, encoding head, neck and tail proteins, base plate and tail fiber proteins) as well as replication proteins, endolysin, several nucleases, transcriptional regulators, integrase, and recombination directionality factor (**Fig 1C** and **S2 Table**). Altogether, these analyses suggested that this prophage may be able to produce viral particles. This led us to investigate the conditions for its expression.

### Activation of Samy prophage and other mobile genetic element expression is correlated with a general stress response

The linear chromosome of *S*. *ambofaciens* ATCC23877 is delimited by distal ribosomal RNA (*rrn*) operons into distinct spatial compartments [30,31]. The terminal compartments are enriched in poorly conserved sequences and exhibit lower transcriptional activity compared to the rest of the chromosome [30,31]. The expression of these variable regions is generally conditional, i.e., induced under specific conditions such as the stationary growth phase in MP5 medium for the cluster encoding congocidine antibiotic biosynthesis [35]. An empirical approach is often required to characterize the inducing conditions such as the OSMAC (“One Strain Many Compounds”) approach, based on strain cultivation in different environmental conditions [36]. 

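RNA-seq counts were analysed for 13 libraries of the S. ambofaciens strain that carries the Samy prophage, all harvested after 30 h from plates. The 5 growth conditions were minimal medium with 0.5% mannitol (MM, 2 libraries), the same medium with 25 mM N-acetylglucosamine (NAG, 2 libraries), the sporulation medium of Hickey and Tresner (HT, 3 libraries), SAF, a buffered complex medium with glucose (3 libraries), and Oxoid nutrient agar (ONA, 3 libraries). The sample labels give a growth temperature of 28°C and the paper's methods 30°C. The liquid cultures and the other plates of the paper's data set are not analysed here.

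The authors depleted ribosomal RNA, sequenced stranded libraries as pairs of 43 bp reads, mapped them with STAR to the ASM126788v1 genome with a single terminal inverted repeat, and counted fragments per gene with featureCounts 2.0.1. The deposited counts are whole numbers without normalization over 7403 features of the chromosome and 131 of the pSAM1 plasmid. The counting used strand but left out fragments that map to several places, so genes with near-identical copies, among them tRNA and rRNA genes, are undercounted. The sample labels describe the first read as antisense, whereas the counting option takes it as sense. The 2 were not reconciled here. The 58 ribosomal protein genes took 8.85% to 11.0% of the counts in the MM libraries and 6.60% to 9.83% in HT. For these genes, such shares argue against counts of the antisense strand.

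Total counts were 8640329 and 12462597 in the MM libraries and 8231960 and 10187383 in the NAG libraries. They ranged from 5325039 to 8369361 in HT (median 8176460), from 7509343 to 8593268 in SAF (median 8062719) and from 7131100 to 7900346 in ONA (median 7812017). A single feature, SAM23877_RS36805 (ssrA, the transfer-messenger RNA), took between 11.9% and 29.6% of the counts of a library, and SAM23877_RS11470, the feature with the next largest summed count, between 1.11% and 2.65%. The statistical report of the paper (S3 Data) places the 13 libraries in the same sequencing batch.

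Counts were scaled by edgeR's TMM factors, features with low counts were removed with filterByExpr, which left 6817, and all 13 libraries entered a single quasi-likelihood fit. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with no limit on the fold change. Standard errors of log2 fold changes were approximated as the fold change divided by the square root of the test's F statistic. The authors used DESeq2 on 37 samples, and DESeq2 on these 13 libraries was run as an alternative.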

We used a similar approach by analyzing the Samy transcriptome in 13 growth conditions including routine *Streptomyces* complex or minimal media (**S6 Table**), liquid or solid conditions, and different time points (**Figs 2** and **S2A**). 

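The authors' annotation places 102 features in the Samy prophage, between positions 6589832 and 6650560 of the ASM126788v1 chromosome, 98 protein-coding genes and 4 tRNAs. The share of a library's counts that fell on these features was 0.233% and 0.221% in the MM libraries, and 0.222%, 0.175% and 0.234% in the SAF libraries. It reached 6.54%, 4.94% and 2.44% in HT, 0.465%, 0.256% and 0.409% in ONA, and 0.479% and 0.231% in NAG. The Wilson 95% confidence interval was 6.52% to 6.56% for HT replicate 1, the shallowest library, 0.474% to 0.484% for NAG replicate 1, 0.228% to 0.234% for NAG replicate 2, and 0.230% to 0.236% and 0.218% to 0.224% for the MM libraries. The intervals of NAG replicate 2 and MM replicate 1 overlap. They cover counting error only. The share is weighted towards genes with many counts. In MM, SAM23877_RS29070 had 827 CPM after TMM normalization and the integrase gene SAM23877_RS39280 258. Their means in HT were lower, 362 and 155. The share can therefore understate the change of most Samy genes. Without NAG replicate 1, the median log2 fold change of the Samy genes in NAG against MM was 0.75.

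On the log2 scale the mean share of the 8 HT, ONA and NAG libraries was 4.16-fold that of the 5 MM and SAF libraries (exact two-sided permutation test over 1287 splits, p = 0.0373). The ranges of both groups overlapped, with the share of NAG replicate 2 at the level of MM and SAF. Leaving out each library in turn gave p between 0.0265 and 0.0467. The size of the ratio rests on HT. Without the HT libraries, a test chosen after seeing the data, the 5 ONA and NAG libraries had a mean 1.63-fold that of the 5 MM and SAF libraries (exact two-sided permutation test over 252 splits, p = 0.0238). Both tests shuffled single libraries as if those of a medium were independent. On variance-stabilized counts each library lay nearest to another of its medium, so neither p measures the spread between media. The paper named HT, ONA and NAG as inducing from Samy expression in the same libraries, so neither p is independent evidence.

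Gene by gene, edgeR's quasi-likelihood test called 77 of the 98 tested Samy features higher and 3 lower in HT than in MM, with a median log2 fold change of 5.46. The median was 5.27 when the 5 features without a count in MM were set at the lower bound that 3 counts over the MM libraries give. In ONA, 26 features were higher and 4 lower than in MM (median 1.62, or 1.61 with the bounds). In NAG, 5 were higher and 2 lower (median 2.46, or 2.37 with the bounds). In SAF, edgeR called 0 higher and 7 lower (median -0.50). At an unadjusted p under 0.05, 2 were higher in SAF, and DESeq2 called 0. Adjusted over the list alone, the counts were 83 higher and 3 lower in HT, 28 and 4 in ONA, 0 and 0 in NAG, and 0 and 5 in SAF. The same caveat holds for the list-alone counts. For NAG, 56 features were higher at an unadjusted p under 0.05 and DESeq2 called 46 higher, the largest move under an alternative. The count for NAG was 25 without NAG replicate 2, 0 without NAG replicate 1, 0 without MM replicate 1 and 1 without MM replicate 2. For ONA it was 1 without MM replicate 1, 0 without MM replicate 2, 14 without ONA replicate 1 and 17 without ONA replicate 3, and for HT 49 without MM replicate 2.

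**Figure D1:**
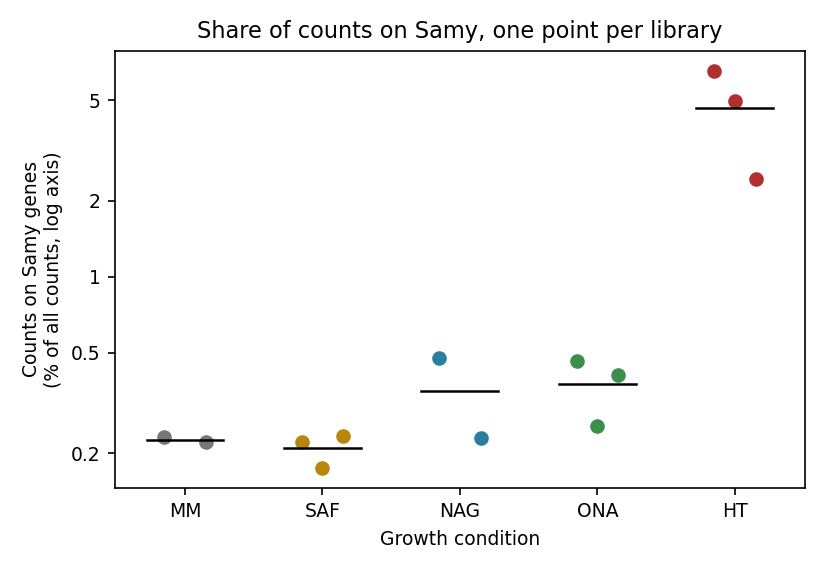
Percent of all counts that fell on the 102 Samy features (log axis) in each of the 13 libraries, by growth condition. Each point is a library and each bar the mean of the condition. The 3 HT libraries lie between 2.44% and 6.54% and the other 10 between 0.175% and 0.479%.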

We observed 3 conditions of 30 h growth on plates (named “HT,” “ONA,” or “NAG”) in which Samy prophage is globally expressed, suggesting that the lytic cycle of Samy was induced. Its expression level was the strongest in “HT” condition (**Fig 2A**). 

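In HT the Samy features took 4.64% ± 2.07 of the counts (SD, n = 3), against 0.376% ± 0.108 in ONA (SD, n = 3), 0.355% ± 0.176 in NAG (SD, n = 2), 0.210% ± 0.0310 in SAF (SD, n = 3) and 0.227% ± 0.00825 in MM (SD, n = 2). The mean share on the log2 scale was 15.6-fold higher in the 3 HT libraries than in the other 10, and no other library reached the lowest HT library (exact two-sided permutation test, p = 0.0035, the smallest that the 286 splits allow). HT was named as the strongest condition on these libraries too. This test also shuffled single libraries, so its p does not measure the spread between media. With the total taken without the 2 features of largest count, the ratio was 15.9. Leaving out HT replicate 3 moved it most, to 20.6.

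Against ONA, 79 Samy features were higher and 1 lower in HT, with a median log2 fold change of 3.70. The count higher was 42 without ONA replicate 2 and 51 without ONA replicate 3. Against NAG, 51 were higher and 3 lower, with a median of 2.51, and 30 were higher without NAG replicate 2. Against SAF, 87 were higher and the median was 6.14, or 5.95 with the 7 features that had no count in SAF at their lower bound. Of the 5 most transcribed Samy genes per kb in HT, 4 are annotated as head or tail proteins or a tail assembly chaperone and 1 as a hypothetical protein. The major tail protein gene SAM23877_RS29005 (SAMYPH_17, 6603915 to 6604514, forward strand) had 4904 ± 2531 CPM after TMM normalization (SD, n = 3) in HT and 7.15 ± 2.15 (SD, n = 2) in MM, a log2 fold change of 9.41 (SE 1.28, edgeR adjusted p = 0.000566). The major head protein gene SAM23877_RS28975 (SAMYPH_10) rose by 9.17 (SE 1.38, edgeR adjusted p = 0.00107) and the head decoration gene SAM23877_RS28970 (SAMYPH_9) by 9.46 (SE 1.35, edgeR adjusted p = 0.000757). The putative tail assembly chaperone gene SAM23877_RS29015 (SAMYPH_19) and SAM23877_RS39700 (SAMYPH_21, a hypothetical protein) rose by 8.24 and 7.86. The 3 Samy features lower in HT than in MM, named after their values were seen, were the integrase gene SAM23877_RS39280 (-0.73, SE 0.181), SAM23877_RS29070 (SAMYPH_31, -1.19, SE 0.187) and SAM23877_RS29260 (SAMYPH_79, -2.25, SE 0.351). The integrase was not called without MM replicate 2 (edgeR adjusted p = 0.0529).

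From the global expression of the prophage on these plates, the paper proposes that the lytic cycle of Samy was induced in HT, ONA and NAG, and it states that expression was strongest in HT.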

HT medium was developed by Hickey and Tresner [37] to induce sporulation of *Streptomyces* strains that sporulate poorly on growth media classically used for this purpose. 

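The 131 features of the pSAM1 plasmid took 0.508% ± 0.0555 of the counts in HT (SD, n = 3), 0.500% ± 0.0334 in MM (SD, n = 2), 0.469% ± 7.9e-05 in NAG (SD, n = 2), 0.417% ± 0.0166 in ONA (SD, n = 3) and 0.535% ± 0.0234 in SAF (SD, n = 3). Every ONA library lay below every other library. The comparisons here use the conditions of this data set, MM above all. Liquid MP5 medium, the reference of the paper's pSAM1 comparison, is not analysed here. Of 110 tested pSAM1 features, edgeR called 25 higher and 6 lower in HT than in MM, with a median log2 fold change of 0.40 (25 higher and 7 lower adjusted over the list alone). The count higher was 10 without MM replicate 2. Against ONA, 21 were higher, against NAG 59 were higher and 2 lower, and against SAF 17 were higher and 1 lower.

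Both genes named as eCIS orthologs lie side by side on the forward strand, SAM23877_RS16255 from 3668436 to 3670037 and SAM23877_RS16260 from 3670110 to 3670556. SAM23877_RS23520, annotated by the paper as a phage tail protein (5253938 to 5254687, forward strand), had 58.9 ± 11.6 CPM in HT (SD, n = 3) and 12.6 ± 7.26 in MM (SD, n = 2), a log2 fold change of 2.23 (SE 0.661, edgeR adjusted p = 0.0279). It was not called without HT replicate 2 (edgeR adjusted p = 0.0643) or without MM replicate 2 (adjusted p = 0.196). The holin family gene SAM23877_RS09270 (2054110 to 2054529, reverse strand) had 96.7 ± 79.7 CPM in HT and 5.98 ± 5.42 in MM, and by its log2 value per kb it stood at percentile 90.2 of all features in HT and 51.7 in MM. Its log2 fold change of 4.00 (SE 1.60) was not called by edgeR (adjusted p = 0.0989), and DESeq2 called it at 4.03 (adjusted p = 0.00175, within a range over the alternatives of 0.00175 to 0.348). For the integrative element pSAM2, no table used here pairs its genes with identifiers, and it is not analysed here.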

Interestingly, HT condition is also associated with strong expression of several sequences from mobile genetic elements: the pSAM1 plasmid, which was predicted to contain a prophage-like sequence [26] (**Figs 2B and S3A**); the integrative conjugative element (ICE) pSAM2 (**Figs 1A, 2B and S3B**) as well as several other genes of phage origin such as 2 orthologs of phage tail-like nanostructures previously identified as extracellular contractile injection systems (eCIS) [38,39] (SAM23877_RS16255, SAM23877_RS16260); and 2 genes outside a proviral context (the phage tail protein SAM23877_RS23520, and the phage holin family protein SAM23877_RS09270). We confirmed that Samy phage was produced in HT liquid medium (≈10^6^ phages/ml) but not MP5 medium by performing qPCR (**Fig 3A**).

**Fig 2:**
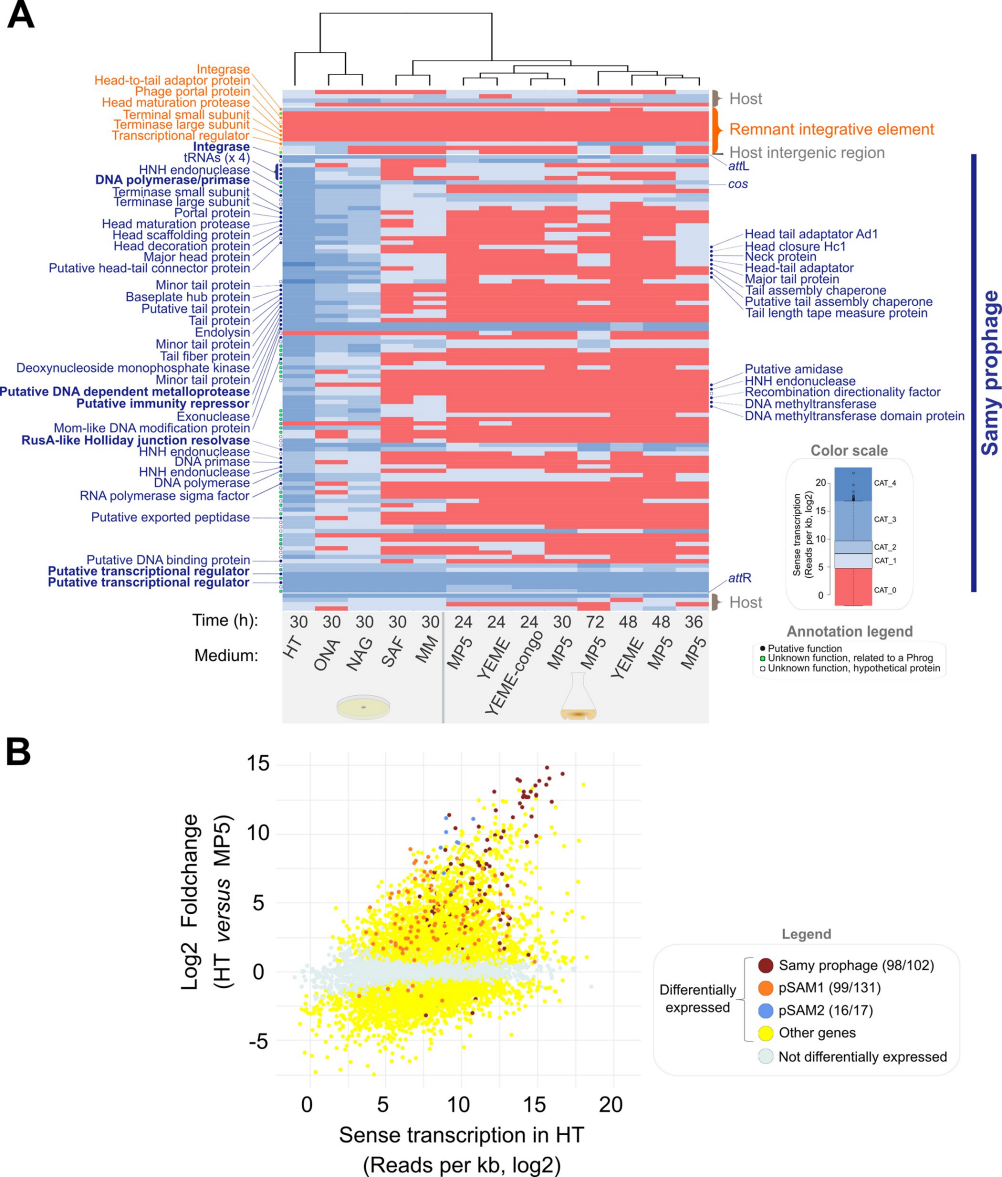
Massive awakening of mobile genetic elements in HT medium. (**A**) Heatmap of Samy region transcription in different growth conditions. Normalized RNA-seq data (**S2 Table**) were categorized in a color scale reflecting the expression of each gene relative to whole genome expression in each condition, as indicated in the Annotation legend. Each line represents a gene, ranked according to their order on the genome. For the remnant integrative element as well as for Samy prophage, a prediction of the gene product is indicated when available. Growth conditions (columns) are ranked by hierarchical clustering according to Samy transcriptome profiles. The growth conditions are detailed in **S2A Fig** and **S6 Table**. Phage genes of predicted function that stand out as overexpressed compared to the entire Samy phage genome across at least 6 non- or poorly induced conditions (**S3 Table**) are written in bold. The data underlying this panel can be found in **S2 Table** and **S1 Data**. (**B**) Plot of the log ratio of differential expression as a function of gene expression after 30 h growth in HT solid medium compared to 24 h growth in liquid MP5 medium. The color of differentially expressed genes (adjusted *p*-value < 0.05) is indicated. The number of regulated genes relative to the total number of genes is shown in brackets for the mobile genetic elements of interest. The data and scripts underlying this panel can be found in **S1** and **S2 Data**, respectively.

We analyzed Samy transcriptomes in non- or poorly inducing conditions (>38% of Samy genes remaining in the lowest “CAT_0” category, i.e., all conditions except “HT,” “ONA,” and “NAG”). In these conditions, the Samy transcriptome presents a bimodal pattern, as previously described for other phages [40] (**S4 Fig**). 

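Expression relative to the genome was computed for each condition from counts normalized by DESeq2 size factors, averaged over the replicates and expressed as log2 per kb after adding 1 to the mean. In MM, 34 of the 102 Samy features (33.3%) lay below the first quartile of all features of that condition, and in SAF 51 (50.0%). The number was 1 (0.98%) in HT, 3 (2.94%) in NAG and 12 (11.8%) in ONA. Single libraries gave 35.3% and 29.4% in MM, and 42.2%, 51.0% and 56.9% in SAF. In ONA they lay between 6.86% and 17.6%. NAG replicate 1 had 0 features of 102 below the quartile and NAG replicate 2 19.6%. For MM the share was 38.2% when the quartile was taken over the values of all 5 conditions together, and 38.2% again when it was taken over features with a count. Of the conditions the paper calls non- or poorly inducing, MM and SAF are the ones analysed here.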

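Gaussian mixtures of 1 to 9 components were fitted with mclust to the 102 log2 values per kb of each condition, as in the paper's scripts, and the number of components was taken by the Bayesian information criterion (BIC). A mixture of 2 components of equal variance was chosen in MM and in SAF. The BIC of the best fit with 2 components exceeded that of 1 component by 16.9 in MM and 22.1 in SAF. Each of the 5 MM and SAF libraries taken alone also gave 2 components, with BIC differences between 9.77 and 19.7, as did the 98 protein-coding genes without the tRNAs.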

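In MM, the 5 Samy genes with the largest log2 values per kb were SAM23877_RS29310, SAM23877_RS29070, SAM23877_6183, SAM23877_RS29325 and SAM23877_RS29075. Of these, SAM23877_RS29070 (SAMYPH_31, 6618836 to 6619462), annotated by the authors as a putative DNA-dependent metalloprotease, and SAM23877_RS29075 (SAMYPH_32, 6619555 to 6620331) are neighbours on the forward strand. SAM23877_RS29310 (SAMYPH_89, 6648526 to 6648726), a putative transcriptional regulator, and the pair SAM23877_6183 (SAMYPH_92) and SAM23877_RS29325 (SAMYPH_93), without a known function, lie near the right end of the prophage. SAM23877_RS29070 had 827 ± 14.8 CPM in MM (SD, n = 2) and 362 ± 27.0 in HT (SD, n = 3), with an edgeR adjusted p of 0.000737. SAM23877_RS29310 had 402 ± 63.8 CPM in MM and 348 ± 19.1 in HT, a log2 fold change of -0.21 (SE 0.187, edgeR adjusted p = 0.467). SAM23877_6183 had 74.6 ± 48.1 CPM in MM and 145 ± 66.2 in HT (log2 fold change 0.96, SE 0.518, edgeR adjusted p = 0.206). SAM23877_RS29325 had 86.0 ± 69.3 CPM in MM and 192 ± 51.5 in HT (log2 fold change 1.16, SE 0.604, edgeR adjusted p = 0.192). With both MM libraries, neither of the last pair was called higher in HT, except with the replicate number as a block (edgeR adjusted p = 0.0218 and 0.0294). In MM that number does not pair with HT, so these calls add no support. Without MM replicate 1, which leaves 1 MM library, the log2 fold change of SAM23877_RS29325 was 2.37.

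**Figure D2:**
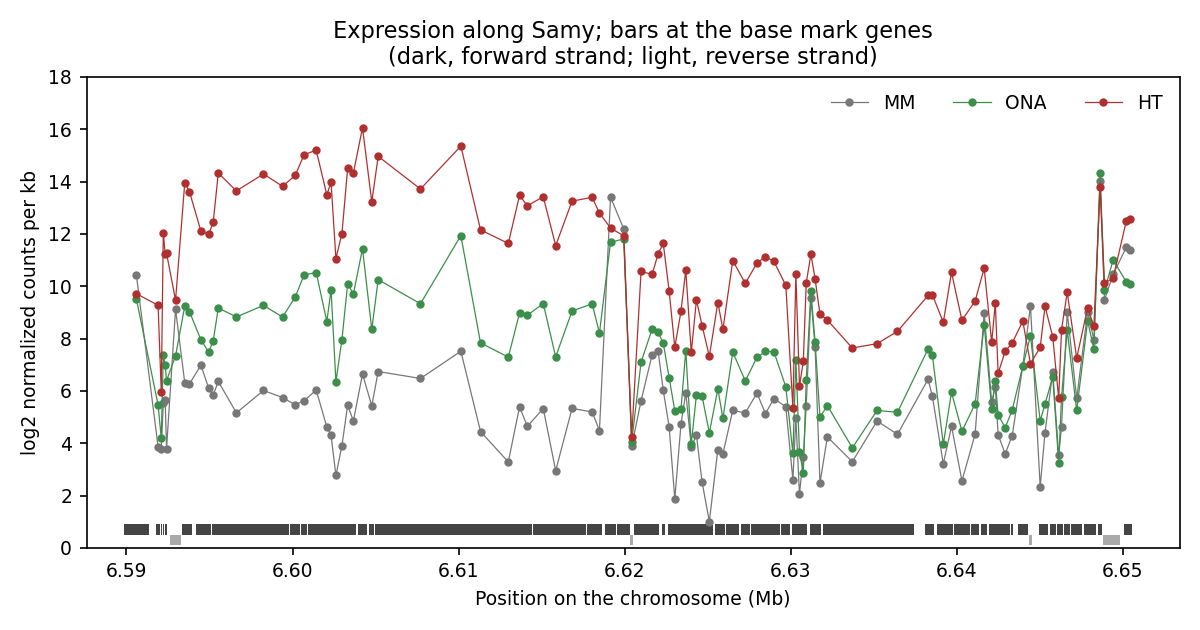
Mean expression per gene along Samy in MM (grey), ONA (green) and HT (red), as log2 of DESeq2-normalized counts per kb, against the position on the chromosome in Mb. Each point is a gene, and bars at the base mark its place and strand. The HT curve lies above the MM curve over most of the prophage. All 3 curves come close at SAM23877_RS39280, SAM23877_RS29075, SAM23877_6126 and near SAM23877_RS29310, and those of MM and ONA also at other genes.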

The most transcribed genes in non- or poorly inducing conditions could be involved in the lysogenic cycle of Samy or could be morons, i.e., genes involved in the fitness of the bacteria under these growth conditions or in their resistance to other phages (**Fig 2A and S3 Table**). Among them, the gene we annotated as a putative immunity repressor (SAMYPH_32/SAM23877_6125) was highly expressed under all conditions tested, reinforcing our prediction.

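The putative immunity repressor gene, listed in the files as SAM23877_RS29075, ranked above 90.5% of all features by its log2 value per kb in each condition. Its log2 value was 12.19 in MM (percentile 94.8), 11.92 in HT (94.4), 11.80 in ONA (93.7), 11.23 in NAG (92.0) and 11.15 in SAF (90.5). The DESeq2-normalized count was 3629 ± 463 in MM (SD, n = 2), 3014 ± 436 in HT (SD, n = 3), 2776 ± 156 in ONA (SD, n = 3), 1865 ± 825 in NAG (SD, n = 2) and 1763 ± 252 in SAF (SD, n = 3). The NAG libraries, at 298 and 154 CPM, lay on both sides of the SAF libraries.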

We determined host transcriptome characteristics during Samy induction by comparing the 3 conditions associated with Samy induction (“HT,” “ONA,” and “NAG”) to the closest control condition, lacking Samy induction (**S2B and S2C Fig**). This latter corresponds to 30 h growth on mannitol minimal medium plate (“MM” condition). 

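Against MM, edgeR called 1044 genes higher and 795 lower in HT of the 6817 tested, 695 higher and 930 lower in ONA, and 470 higher and 716 lower in NAG. SAF, outside the conditions the paper names as inducing, had 717 genes higher and 752 lower than MM. With DESeq2 on the same libraries the counts were 1210 and 861 in HT, 896 and 1014 in ONA, 694 and 878 in NAG, and 921 and 880 in SAF. All of these comparisons share the 2 MM libraries. Leaving out MM replicate 2 moved the counts most for HT, to 564 higher and 483 lower, and gave 404 higher in ONA. In NAG, 241 genes were higher and 320 lower without NAG replicate 2, 257 and 462 without MM replicate 1, and 224 were higher without MM replicate 2. In SAF, 392 were higher and 449 lower without MM replicate 2, and 491 were lower without MM replicate 1.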

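On variance-stabilized counts of the tested genes, the mean Euclidean distance to the MM libraries was 109.5 for NAG, 124.9 for SAF, 129.9 for ONA and 138.8 for HT. The MM libraries were 67.6 apart. NAG, which differs from MM by the added N-acetylglucosamine, was thus the nearest of the 4 in transcriptome, and SAF the nearest among the complex media.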

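The reference annotation used here gives gene symbols but no product names, and only the first 1154 of the 7320 rows of S2 Table, which gives products, were read. Classes of genes therefore hold only genes named by a symbol or by those rows, and the paper's GO terms were not tested. Of 15 genes of nitrogen assimilation found this way, 12 were tested. In HT, edgeR called 5 higher and 4 lower than in MM, and the median log2 fold change was -0.20. The median was positive under DESeq2 (0.41), without the filter on low counts (0.40) and without MM replicate 1 (0.27), so the class as a whole had no stable direction (limma camera adjusted p over 13 classes = 0.457).

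Among the 4 lower genes, nirB (SAM23877_RS11960, 2651886 to 2654495, forward strand), which encodes the large subunit of nitrite reductase, had 0.608 ± 0.198 CPM in HT (SD, n = 3) and 478 ± 392 in MM (SD, n = 2), a log2 fold change of -9.61 (SE 0.659, edgeR adjusted p = 3.9e-06). The adjacent nirD (SAM23877_RS11965) had 2 counts in the HT libraries together and 973 in MM. The glutamine synthetase gene glnII (SAM23877_RS10820, 2399185 to 2400216, forward strand) had 36.2 ± 14.6 CPM in HT and 1698 ± 1308 in MM, a change of -5.55 (SE 0.937, edgeR adjusted p = 0.002). The urease accessory gene ureG at SAM23877_RS06000, named after its value was seen, changed by -4.91 (SE 0.494, edgeR adjusted p = 4.3e-05). The 5 higher genes, also named after their values were seen, are the adjacent urease genes SAM23877_RS00225 to SAM23877_RS00245, with log2 fold changes from 3.63 to 5.30. The glnA genes SAM23877_RS10780 and SAM23877_RS10955 were not called (-0.09 and -0.31). In ONA, 5 of the 12 genes were lower than in MM, and the limma camera adjusted p was 0.005, with 0.553 when the correlation was estimated and 0.0292 with fry. In NAG 4 were lower, and the limma camera adjusted p was 0.000199, with 0.860 when the correlation was estimated and 0.0874 with fry, so the class result there rests on the preset correlation. The class took 0.101% to 0.103% of the counts in the ONA libraries, 0.162% to 0.200% in HT, 0.112% and 0.281% in NAG, 0.176% and 0.476% in MM, and 0.598% to 0.809% in SAF.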

Gene Ontology (GO) enrichment and DESeq2 analyses revealed that Samy is induced in conditions associated with a strong repression of genes related to nitrogen assimilation (**S2 Table**). Several genes linked to adaptation to osmotic and oxidative stresses are also co-up-regulated with Samy. They notably encode gas vesicles, ectoine and ergothioneine biosynthesis processes (**S2 Table**). Moreover, several sigma factors are differentially expressed in the “HT” condition (compared to the “MM” condition): Six are induced including SigE, a regulator of cell envelope integrity [41], and SigF, which is required for sporulation [42]. 

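Of the 3 gas vesicle genes with a product name, the GvpL/GvpF family gene SAM23877_RS02175 (476412 to 477221, reverse strand) had 51.8 ± 79.3 CPM in HT (SD, n = 3) and 8.84 ± 4.34 in MM (SD, n = 2), a log2 fold change of 2.54 (SE 2.25, edgeR adjusted p = 0.465). The libraries of HT and MM overlapped. HT replicate 1 had 143 CPM and the other two 2.95 and 9.10. SAM23877_RS02180 and SAM23877_RS02185 behaved alike, with log2 fold changes of 2.14 and 2.16 (edgeR adjusted p = 0.553 and 0.531), and DESeq2 gave no adjusted p for the 3 genes. Without HT replicate 1 the 3 log2 fold changes were between -1.54 and -0.54.

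The ectoine genes ectA (SAM23877_RS09040), ectB (SAM23877_RS09045) and thpD (SAM23877_RS09055), at 2003989 to 2007276 on the forward strand, rose by 2.98 (SE 1.14), 3.31 (SE 1.13) and 2.87 (SE 1.02) in HT. In each case the 3 HT libraries lay above both MM libraries, but edgeR did not call them (adjusted p = 0.0847, 0.0569 and 0.0655). DESeq2 called all 3 (adjusted p = 0.00482, 0.000939 and 0.00282). For ectB, edgeR's adjusted p ranged over the alternatives up to 0.246, and fell to 0.00625 with the replicate block, 0.0471 with upper-quartile factors and 0.0437 without HT replicate 3. For thpD it was 0.0047 with the replicate block. In MM the replicate numbers do not pair with those of HT, so the values with the block add no support for ectB or thpD. Against MM, edgeR called 3 of these genes higher in ONA (median log2 fold change 6.11), 2 in NAG (3.91) and 3 in SAF (4.75). The 3 genes took 0.0126% to 0.0645% of the counts in HT, 0.102% to 0.455% in ONA, 0.0515% and 0.0655% in NAG, 0.0483% to 0.164% in SAF and 0.00311% and 0.00319% in MM.

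All 4 ergothioneine genes were called higher in HT. The gene egtB (SAM23877_RS31450, 7166794 to 7168134, reverse strand) had 93.7 ± 13.0 CPM in HT and 14.5 ± 0.783 in MM, a log2 fold change of 2.69 (SE 0.301, edgeR adjusted p = 8.1e-05). The others in the cluster, egtA, egtC and egtD, rose by 2.74, 2.73 and 1.95 (SE 0.326, 0.494 and 0.272), and each stayed called when a library was left out. The class took 0.0238% to 0.0344% of the counts in HT, 0.0128% to 0.0172% in ONA, 0.00751% and 0.0115% in NAG, 0.0167% to 0.0199% in SAF, and 0.00475% and 0.00517% in MM. As a set, the ergothioneine genes had a limma camera adjusted p of 0.00019, against 0.170 for ectoine and 0.835 for the gas vesicle genes.

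**Figure D3:**
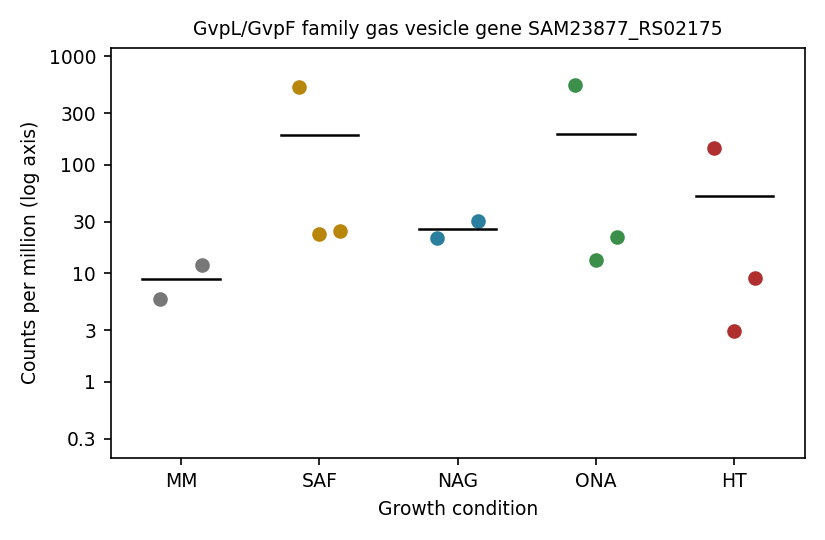
TMM-normalized CPM (log axis) of the gas vesicle gene SAM23877_RS02175 in each of the 13 libraries, by growth condition. Each point is a library and each bar the mean of the condition. In HT, SAF and ONA a single library stands far above the other two of its condition, and in HT these values are 143, 2.95 and 9.10.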

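Among 19 sigma factor genes found by symbol or product name, edgeR called 1 higher and 3 lower in HT than in MM, and the names cover only part of the genome's sigma factors. The higher gene, SAM23877_RS03825 (847780 to 848574, forward strand), encodes a SigB/SigF/SigG family sigma factor. It had 29.0 ± 22.9 CPM in HT (SD, n = 3) and 1.26 ± 0.302 in MM (SD, n = 2), a log2 fold change of 4.51 (SE 0.677, edgeR adjusted p = 0.000561), and stayed between 3.66 and 4.87 when each library was left out. The gene sigE (SAM23877_RS23375, 5221153 to 5221824, forward strand) had 1793 ± 93.9 CPM in HT and 1547 ± 551 in MM. Its log2 fold change of 0.21 (SE 0.234, edgeR adjusted p = 0.556) was within the spread of the replicates, and no alternative called it (lowest adjusted p 0.122). The part of S2 Table read here gives the product SigF to 2 genes and marks neither as changed in HT against MM. The SigF that the paper names may lie outside that part. SAM23877_RS02210 changed by 0.89 (SE 1.55, edgeR adjusted p = 0.721) and SAM23877_RS04165 by 0.12 (SE 0.797, edgeR adjusted p = 0.936), and both were negative without HT replicate 1 (-1.40 and -0.82).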

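The sigma factor genes called lower in HT were sigR (SAM23877_RS23725), SAM23877_RS00610 and whiG (SAM23877_RS25465). The gene sigR (5306271 to 5306954, forward strand) had 213 ± 19.6 CPM in HT (SD, n = 3) and 454 ± 85.0 in MM (SD, n = 2), a log2 fold change of -1.09 (SE 0.207, edgeR adjusted p = 0.00234). It stayed between -1.28 and -0.89 with each library left out, and remained called. SAM23877_RS00610, a sigma-70 family gene (119099 to 119962, forward strand), changed by -1.58 (SE 0.501, edgeR adjusted p = 0.0358). It was no longer called without HT replicate 1 (edgeR adjusted p = 0.0899), HT replicate 2 (0.110) or MM replicate 1, where the change was -0.54 (0.567), nor in the fit of the 2 conditions alone (0.0896). For whiG, named after its value was seen, the log2 fold change was -0.75 (edgeR adjusted p = 0.0371). As a set the 19 sigma factor genes had a median log2 fold change of 0.12, which became negative with upper-quartile factors (-0.05), and a limma camera adjusted p of 0.729. No table used here pairs SigA with an identifier, and it is not analysed here.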

Ten sigma factors are repressed, including the principal sigma factor SigA (**S2 Table**). 

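In all, 1839 of the 6817 tested genes (27.0%) differed between HT and MM, of which DESeq2 on the same libraries called 1837. With a further limit of 1 on the absolute log2 fold change, 974 were higher and 586 lower. Outside Samy, its neighbouring remnant and pSAM1, the 5 largest rises by fitted fold change were those of SAM23877_RS08385, SAM23877_RS28755, SAM23877_RS04580, SAM23877_RS31350 and SAM23877_RS03310. SAM23877_RS28755 (6557472 to 6559397, forward strand) had 264 ± 66.2 CPM in HT (SD, n = 3) and 0.296 ± 0.150 in MM (SD, n = 2), a log2 fold change of 9.78 (SE 1.34, edgeR adjusted p = 0.000828). SAM23877_RS08385 and SAM23877_RS04580 had no count in MM. Against 3 counts over both MM libraries they were at least 84.7-fold and at least 45.0-fold higher in HT. SAM23877_RS31350 and SAM23877_RS03310 (a class F sortase) each had 1 count in the MM libraries together and 693 and 561 in the HT libraries. The ranks of genes with so few counts rest on the fit.

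The 5 largest falls by fitted fold change were those of nirB and nirD (SAM23877_RS11960 and SAM23877_RS11965), SAM23877_RS05995, SAM23877_RS11905 and SAM23877_RS11955, 4 of which lie within 2640882 to 2654842. SAM23877_RS11905 had 0.650 ± 0.380 CPM in HT and 129 ± 66.9 in MM (log2 fold change -7.67, SE 0.788, edgeR adjusted p = 7.4e-05), and SAM23877_RS11955 0.356 ± 0.523 and 54.5 ± 29.3 (-7.46, SE 1.27, edgeR adjusted p = 0.0021). SAM23877_RS05995 had no count in HT and 58 counts in MM, and was at least 27.1-fold lower, a bound by which it would not rank among the 5.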

Altogether, these data indicate that the “HT” condition is associated with a profound transcriptional change, probably reflecting a stressful situation.

In parallel, the genes in the GO functional categories “translation” and “arginine biosynthetic process” were strongly repressed (adjusted *p*-values, calculated by g.Profiler, of 3.7 × 10^−6^ and 5.6 × 10^−6^, respectively). Indeed, 34 host tRNAs were repressed, whereas all 4 of Samy’s tRNAs were induced. This illustrates how tRNA expression can be part of phage strategy in a translation inhibiting situation.

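Of 58 ribosomal protein genes, edgeR called 6 lower and 1 higher in HT than in MM. Their median log2 fold change was -0.18 (limma camera adjusted p = 0.0727), and it was 0.06 without MM replicate 1. The largest falls were those of rpmG at SAM23877_RS32995 (7489994 to 7490158, forward strand), with 23.3 ± 2.53 CPM in HT (SD, n = 3) and 147 ± 79.7 in MM (SD, n = 2), a change of -2.66 (SE 0.342, edgeR adjusted p = 0.000216), of rpmG at SAM23877_RS19600 (-1.58, SE 0.324, edgeR adjusted p = 0.00377) and of rpmB at SAM23877_RS19595 (-1.46, SE 0.399, edgeR adjusted p = 0.0182). The last was not called without any one of HT replicate 1, HT replicate 3, MM replicate 1 and MM replicate 2 (highest adjusted p 0.0763). The higher gene, named after its value was seen, was the type B L31 gene SAM23877_RS05600 (1.33). The symbols rpmG and rpmB also name other genes (SAM23877_RS21110 and SAM23877_RS37830), so these falls are not those of a sole copy. Of 19 aminoacyl-tRNA ligase genes, thrS at SAM23877_RS34615 (-4.13, SE 0.265, edgeR adjusted p = 2.2e-06) and trpS at SAM23877_RS20020 (-2.25, SE 0.337, edgeR adjusted p = 0.000545) were lower (class median -0.20, limma camera adjusted p = 0.0663, median 0.05 without MM replicate 1). Of 13 translation factor genes, tuf at SAM23877_RS06380 (-1.42, SE 0.411) and infB (-0.67, SE 0.185) were lower (class median -0.15, limma camera adjusted p = 0.328). Neither was called without HT replicate 1 (edgeR adjusted p = 0.0762 and 0.0588) or MM replicate 1 (0.330 and 0.140), tuf was not called without HT replicate 3 either (0.0620), nor infB in the fit of the 2 conditions alone (0.0540). Fragments that map to more than a single tuf copy are left out by the authors' counting. Other genes with the symbols thrS (SAM23877_RS07300), trpS (SAM23877_RS22080) and tuf (SAM23877_RS21240) were not called.

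All 6 arginine biosynthesis genes found by name were lower in HT, with a median log2 fold change of -2.18 (limma camera adjusted p = 0.000397). The gene argG (SAM23877_RS04715, 1042716 to 1044161, reverse strand) had 93.8 ± 16.1 CPM in HT and 436 ± 29.3 in MM, a change of -2.21 (SE 0.478, edgeR adjusted p = 0.00534). The others, argH, argB, argJ, argC and argF, changed by -2.31, -2.15, -2.07, -2.32 and -1.34 (adjusted p between 0.00275 and 0.0335). Leaving out single libraries cost the call of argF (adjusted p up to 0.276, without MM replicate 2; 0.0825, 0.0743 and 0.0858 without HT replicates 1, 2 and 3) and of argJ (0.0621 without MM replicate 2). The 6 genes took 0.0214% to 0.0278% of the counts in HT, 0.00672% to 0.00921% in ONA, 0.0262% and 0.122% in NAG, 0.0285% to 0.0462% in SAF, and 0.0804% and 0.0987% in MM.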

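Host tRNAs took 0.0620% ± 0.00203 of the counts in HT (SD, n = 3), 0.288% ± 0.00536 in MM (SD, n = 2), 0.0809% ± 0.0196 in ONA (SD, n = 3), 0.136% ± 0.0457 in SAF (SD, n = 3) and 0.812% ± 0.585 in NAG (SD, n = 2). Of 68 host tRNA features, 63 were tested, and edgeR called 33 lower and 1 higher in HT than in MM (38 lower and 1 higher adjusted over the list alone). Their median log2 fold change was -1.99 (limma camera adjusted p = 1.0e-13). Without MM replicate 2, 21 were lower. The largest falls were SAM23877_RS25175 at 5637836 to 5637907, with 3.22 ± 1.79 CPM in HT and 109 ± 20.6 in MM (log2 fold change -5.07, SE 0.506, edgeR adjusted p = 4.3e-05), SAM23877_RS18700 (-4.86, SE 0.953) and SAM23877_RS17065 (-4.81, SE 0.893). The higher feature, named after its value was seen, was SAM23877_RS09835 (1.41, SE 0.466).

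Of the 4 Samy tRNAs, tRNA-Gln (SAM23877_RS28905) was below the filter, with 0 counts in MM and 8 in HT. The tRNA-Cys SAM23877_RS28910 (6592185 to 6592257, forward strand) had 36.8 ± 29.3 CPM in HT and 0.296 ± 0.150 in MM, a log2 fold change of 6.94 (SE 1.00, edgeR adjusted p = 0.000934). The tRNA-Leu SAM23877_RS28915 rose by 5.93 (SE 1.07, edgeR adjusted p = 0.00318). The tRNA-Pro SAM23877_RS28920 had no count in MM and 434 in HT, and was at least 126-fold higher against 3 counts over both MM libraries (edgeR adjusted p = 0.00203). Fragments that map to several tRNA copies were not counted, so tRNA levels were compared between conditions only and not with other genes.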

The SOS response is classically associated with the activation of prophages and has been described in *Streptomyces venezuelae* [43]. In *S*. *ambofaciens* ATCC 23877, transcripts of the key actors of the SOS response such as RecA, LexA, RecN, DnaE, RuvA Holliday junction DNA helicase [43] were not up-regulated in the “HT” condition compared to the “MM” reference (**S2 Table**). This result suggests that the SOS response is not involved in the induction of Samy production in the “HT” condition or may be so transient and/or only present in part of the cell population that it was not detected by our bulk transcriptome analysis. Moreover, addition of mitomycin C DNA crosslinker and ciprofloxacin topoisomerase poison in MP5 medium, at the minimal concentrations that inhibit bacterial growth (1 and 2 μg/mL, respectively), did not induce Samy production measured by qPCR at 30 min, 2 h, and 24 h (Ct > 28, 3 independent experiments). This observation reinforces the hypothesis that the SOS response may not be involved in the induction of Samy, at least under our study conditions.

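For the genes of these proteins, recA (SAM23877_RS26020, 5839112 to 5840230, forward strand) had 515 ± 53.0 CPM in HT (SD, n = 3) and 934 ± 76.9 in MM (SD, n = 2), a log2 fold change of -0.86 (SE 0.288, edgeR adjusted p = 0.0447). It was not called when any single library was left out (adjusted p between 0.0921 and 0.187) or with the replicate block (0.0680), and over all alternatives its adjusted p ranged from 0.0272 to 0.187. The gene lexA (SAM23877_RS26185) had 274 ± 43.2 CPM in HT and 283 ± 13.5 in MM (log2 fold change -0.05, SE 0.211, edgeR adjusted p = 0.894). For recN (SAM23877_RS08595) the change was -0.06 (SE 0.206, edgeR adjusted p = 0.866) and for ruvA (SAM23877_RS07240) 0.12 (SE 0.281, edgeR adjusted p = 0.786). The reference annotation gives the symbol dnaE to 2 genes. SAM23877_RS10090, at 605 ± 57.5 CPM in MM, changed by -0.29 (SE 0.188, edgeR adjusted p = 0.305). SAM23877_RS30715 (6974718 to 6978317, reverse strand), with 29.7 ± 4.29 CPM in HT and 9.85 ± 1.03 in MM, rose by 1.59 (SE 0.425, edgeR adjusted p = 0.0161), and was not called without MM replicate 1 (0.100) or MM replicate 2 (0.0775). As a set, the 6 genes had a median log2 fold change of -0.05 (limma camera adjusted p = 0.835), which was 0.02 without HT replicate 1. Adjusted over the list alone, 1 was higher and 1 lower.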

To conclude, in our study, the activation of Samy and other genetic elements is correlated with huge physiological changes associated notably with nitrogen imbalance and translation inhibition and a general stress response.

### Samy production increases in alkaline conditions

In order to determine the key compounds responsible for Samy induction, and to set up monitoring of its production in liquid medium, we tested variants of the HT liquid medium by eliminating one or more of its constituents. The simplest version of a medium associated with high viral titers, as quantified by qPCR, was named “BM” (for “Bacteriophage production Medium”) (**Fig 3A**). We noted a fairly high inter-experimental variability in Samy titer in BM medium (8.10^6^ up to 2.10^10^ phage/ml, depending on the experiment), which might reflect its stochastic induction within the cell population. However, production kinetics is the same in all experiments: Samy particles are released between 24 and 48 h of growth in BM medium, the titer being almost constant over the following days (**Fig 3B**).

**Fig 3:**
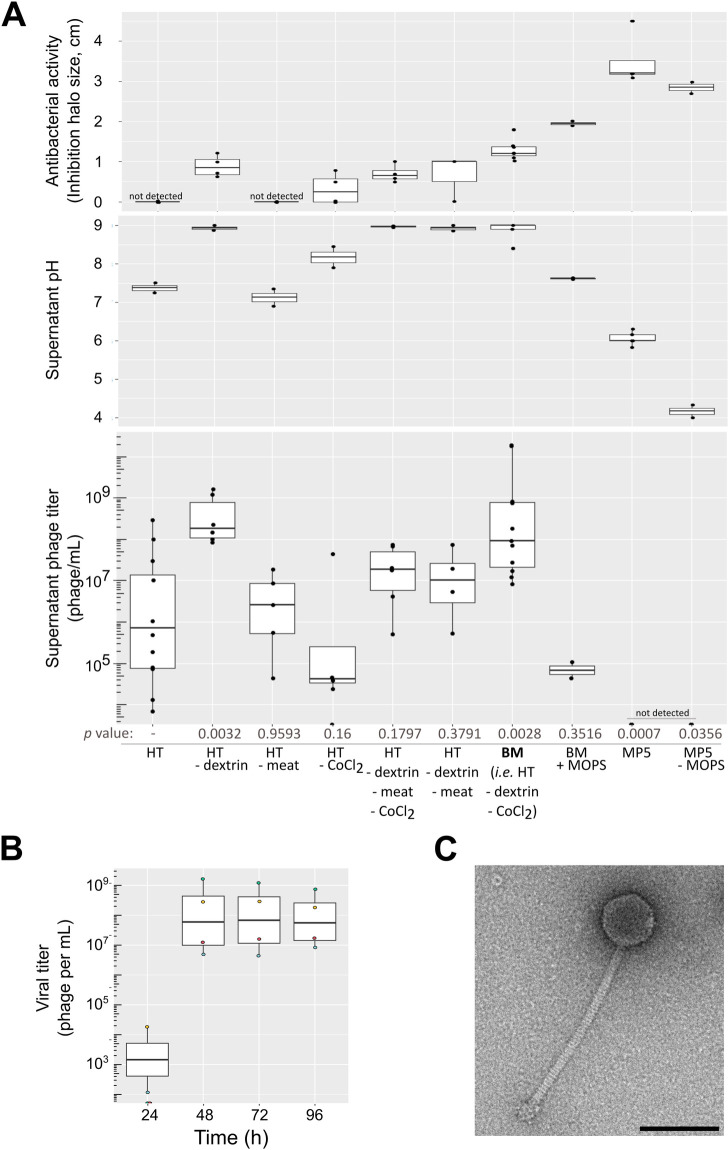
Samy phage production and morphology. (**A**) Impact of medium composition on Samy phage production, final pH, and antibacterial activity of *S*. *ambofaciens* ATCC 23877 supernatants. The supernatants of *S*. *ambofaciens* ATCC 23877 grown in different media (composition summarized below the graph and detailed in **S6 Table**) were harvested after 4 d and 0.2 μm-filtered. Phage titer was determined by qPCR after DNAse treatment. The pH of the medium and the antibacterial activity against *Micrococcus luteus* of the supernatant after 4 d of growth are indicated on the top. All media had an initial pH of 7.3 (±0.1), except MP5 and MP5 devoid of MOPS, which had a pH of 7.5 (±0.1). All the boxplots represent the first quartile, median, and third quartile. The upper whisker extends from the hinge to the largest value no further than 1.5 * the interquartile range (IQR, i.e., distance between the first and third quartiles). The lower whisker extends from the hinge to the smallest value at most 1.5 * IQR of the hinge. Each dot represents an independent experiment. The *p*-values of two-sided Wilcoxon rank sum tests with continuity correction is indicated for each comparison to the viral titer observed in HT condition. The data and scripts underlying this panel can be found in **S1** and **S2 Data**, respectively. (**B**) Kinetics of phage production. *S*. *ambofaciens* ATCC 23877 was grown in BM medium. The viral titer of supernatants filtered and DNAse-treated were determined by qPCR. Each color represents an independent experiment. The boxplot is plotted as described in the legend of the panel (**A**). The *p*-value of two-sided Wilcoxon rank sum tests with continuity correction is 0.0294 when comparing the viral titers at 24 h and 48 h, and 1 (no difference) when comparing the evolution of the titer on the following days. The data and scripts underlying this panel can be found in **S1** and **S2 Data**, respectively. (**C**) Imaging of Samy phage produced by transmission electron microscopy. *S*. *ambofaciens* ATCC 23877 was grown during 4 d in BM medium. The supernatant was concentrated by CsCl-gradient ultracentrifugation. Viral particles were negatively stained with uranyl acetate (also see **S5A and S5B Fig**). Scale bar: 100 nm.

Interestingly, we observed a positive correlation between viral titer and pH, which is statistically significant (Spearman rank correlation rho = 0.73, *p*-value = 0.016). Indeed, adding buffering compounds (for instance, MOPS or dextrin) in BM medium strongly decreased phage production (**Fig 3A**). These results indicate that alkalinity constitutes an additional signal triggering Samy production and/or increasing virion stability in the supernatant.

### Samy is a new active siphophage

Transmission electron microscopy (TEM) revealed that Samy is a siphophage with a capsid diameter of 65.4 ± 2.8 nm (*n* = 35), and a long rather rigid tail 248.7 ± 7.4 nm in length (*n* = 32) and 11.7 ± 0.4 nm thick (*n* = 12) (**Figs 3C**, **S5A and S5B**). 

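In the RNA-seq data of HT plates, SAM23877_RS16255 had 14.3 ± 2.29 CPM (SD, n = 3), with 11.9, 14.6 and 16.4 in the single libraries, against 0.813 ± 0.746 in MM (SD, n = 2), a log2 fold change of 4.19 (SE 0.773, edgeR adjusted p = 0.00246). It stayed called with each library left out (log2 fold changes 3.40 to 5.57). SAM23877_RS16260 had 24.8 ± 6.40 CPM in HT and 2.99 ± 2.21 in MM, a change of 3.07 (SE 0.714, edgeR adjusted p = 0.00889), and was not called without MM replicate 2 (2.44, adjusted p = 0.0829). Their log2 values per kb in HT, 6.22 and 8.85, lay at percentiles 38.0 and 71.4 of all features. Both genes were transcribed more in SAF, ONA and NAG than in HT. SAM23877_RS16255 had 610 ± 198 CPM in SAF (SD, n = 3), 353 ± 221 in ONA (SD, n = 3) and 295 ± 6.34 in NAG (SD, n = 2), and in HT it was below each of them (log2 fold changes of -5.41 against SAF, -4.62 against ONA and -4.36 against NAG, edgeR adjusted p = 0.000148, 0.000436 and 0.000304).

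**Figure D4:**
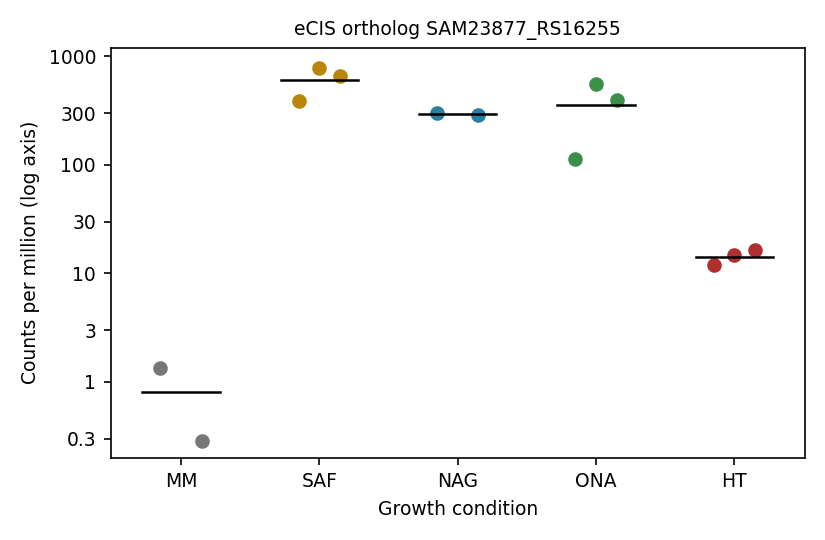
TMM-normalized CPM (log axis) of the eCIS ortholog gene SAM23877_RS16255 in each of the 13 libraries, by growth condition. Each point is a library and each bar the mean of the condition. The HT libraries, between 11.9 and 16.4, lie above both MM libraries and below those of SAF, NAG and ONA.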

Remarkably, Samy virions are copurified with eCIS (**S5A and S5B Fig**) consistently, with the transcription of the orthologous genes encoding this system (SAM23877_RS16255, SAM23877_RS16260) in the “HT” condition (**S2 Table**).

High-throughput sequencing of these CsCl-purified particles revealed that Samy phage is the only double-stranded DNA phage produced in this condition. In total, 8,671,900 (99.5%) out of 8,712,953 reads successfully aligned to the *S*. *ambofaciens* ATCC 23877 genome corresponded to Samy. The remaining reads mapped all along the *S*. *ambofaciens* genome and may correspond to contaminating bacterial DNA and/or transduced DNA. Interestingly, almost no read (<0.01%) mapped on the pSAM1 suggesting that its predicted phage is defective and/or not induced in BM medium. The analysis of sequence coverage at termini positions allowed the prediction of the Samy cohesive *cos* sequence (“CGTTAAGGTGC”; **S6 Fig**). Reads confirmed the borders of the prophage and did not show any trace of lateral transduction, consistent with a *cos* packaging mechanism (**S6 Fig**).

The complete nucleotide sequence of Samy exhibits no substantial similarity to any other deposited phages using BLASTn (with more than 70% nucleotide identity across the genome), indicating its classification as a new phage genus. Accordingly, Samy stands as a singleton in the Actinobacteriophage Database (https://phagesdb.org/phages/Samy/), representing the exclusive member of a distinct cluster identified in a comprehensive analysis of actinobacterial prophages conducted by Sharma and colleagues [26]. To delve deeper, we employed specialized tools for clustering phages by comparing their entire proteomes. A proteomic tree created by ViPTree placed Samy within a cluster primarily consisting of *Streptomyces* and *Arthrobacter* phages, albeit on a separate branch (**S7A Fig**; similarity scores S_*G*_ < 0.05). The 32 actinophages within this group underwent further analysis using VirClust, resulting in 29, including Samy and PhiC31, clustered together into a viral genome cluster (VGC; **S7B Fig**). Phages within this VGC shared 4 protein superclusters (PSCs), corresponding to the Recombination directionality factor (RDF; excisionase), deoxynucleoside monophosphate kinase (DNK), DNA primase, and DNA polymerase. The VirClust parameters applied here followed recommendations for delineating tailed phage taxa at the family level [44]. However, Samy exhibited a lower number of shared PSCs compared to other phages within the VGC, and its silhouette width value approaching 0 introduces uncertainty regarding its precise taxonomic classification at this time.

Additionally, Samy virions are infectious, since we observed lysis using *Streptomyces lividans* TK24 and *S*. *ambofaciens* ATCC 23877 strains as hosts (**S5C and S5D Fig**) but not 4 other strains listed in **S4 Table**. We noticed variations in Samy infection efficiency across procedures and experiments, along with the necessity to concentrate the viral particles through overnight centrifugation for plaque observation. These observations suggest either low infectivity, low burst size, and/or challenges in plaque detection due to the phage’s temperate nature.

Altogether, these results indicate that Samy is an active prophage that encodes a complete and infectious siphophage belonging to a novel genus.

### Impact of Samy phage on *Streptomyces* growth and antibiotic production

We first compared ATCC 23877 (Samy^+^) and DSM 40697 (Samy^−^) strain growth in BM medium, using MP5 medium as a control. Surprisingly, the exponential phase of growth started about 8 h earlier in BM than in MP5 medium, suggesting that germination was more efficient or rapid in this condition (**Fig 4A**). At later stages of growth, the increase in biomass stopped in BM medium quite early (at a pseudo-opacimetry of about 1), whereas it reached higher densities in MP5 medium (**Fig 4A**). We found that this cessation of growth in BM medium was correlated with the alkalinity of the medium (**Fig 4A**). In addition, both strains presented different phenotypes in the following days of growth in BM medium: While the strain ATCC 23877 remained relatively dispersed at a density that did not drop much, strain DSM 40697 formed large pellets (**Fig 4B**).

**Fig 4:**
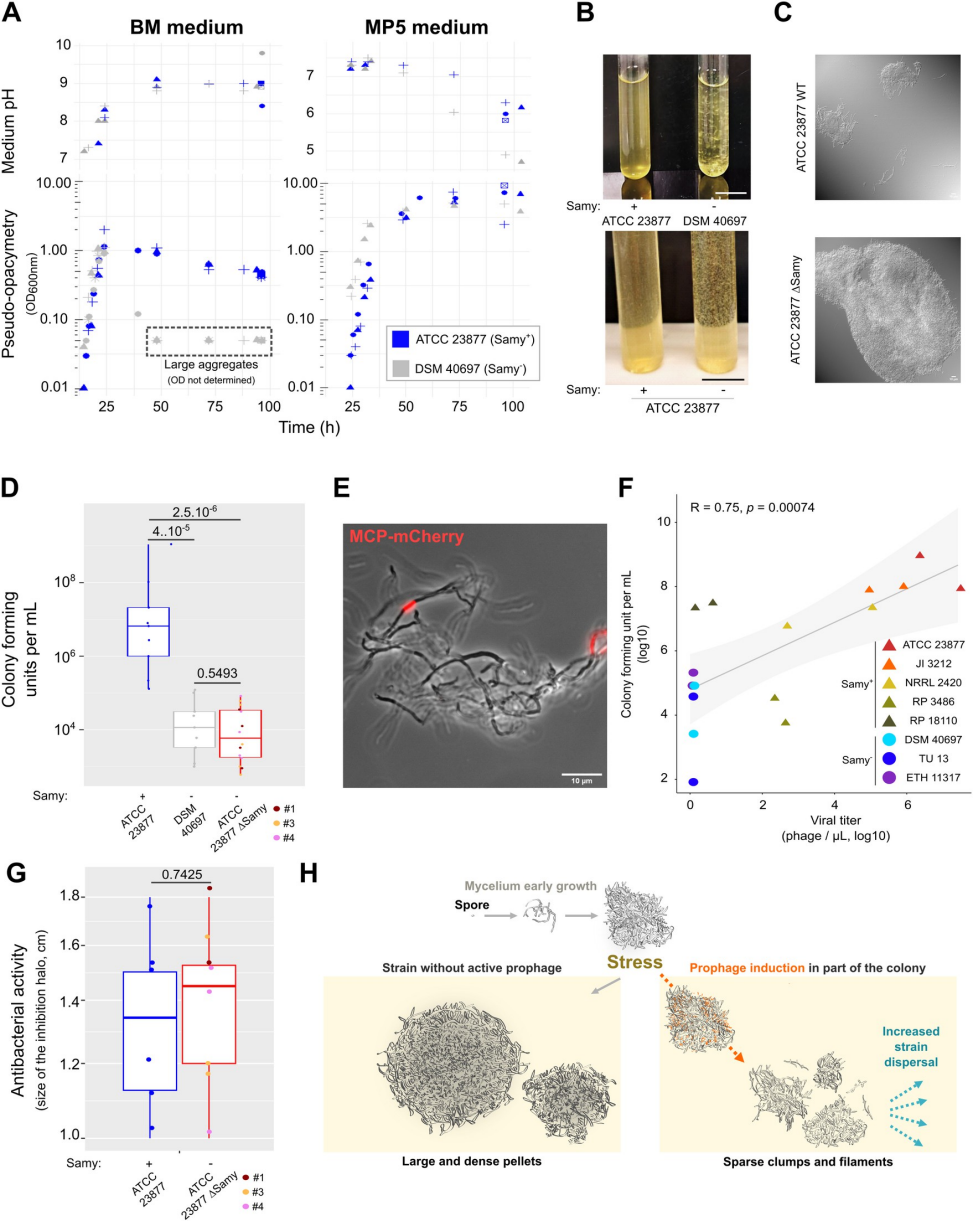
Dispersion phenotype associated with the production of the Samy phage. (**A**) Growth and pH in BM and MP5 media. Each symbol represents an independent experiment. Due to the presence of large aggregates (see panel **B**), the pseudo-opacimetry (OD_600 nm_) was not exploitable for DSM 40697 strain after 48 h of growth in BM medium. (**B**) Dispersed *versus* aggregated growth of *S*. *ambofaciens* strains in BM media. The results are representative of the appearance of the most frequently observed cultures, as the quantity and size of cell clusters may vary from one experiment to the other. The *S*. *ambofaciens* ATCC 23877 Δ*Samy* strain corresponds to clone #3, deleted from at least the phage integrase by a CRIPSR-based approach (**S4 Table and S8 Fig**). Scale bar: 1.5 cm. (**C**) Microscopy of *Streptomyces* colonies after 4 d growth in BM medium. *S*. *ambofaciens* ATCC 23877 and its derivate CRISPR-deleted of Samy prophage (clone #3) were grown in BM medium and imaged using differential interference contrast microscopy (also see **S9A Fig**). Scale bar: 10 μm. (**D**) Colony-forming units after 4 d of growth in BM medium. The *S*. *ambofaciens* ATCC 23877 Δ*Samy* strains correspond to 3 independent mutants (#1, #3, and #4) we obtained by a CRIPSR-based approach (**S4 Table**). The boxplot is plotted as described in the legend of **Fig 3A**. Each dot represents an independent experiment per condition. The *p*-values of two-sided Wilcoxon rank sum tests with continuity correction are indicated for each comparison. Please note that this number is the result of both cell survival and mycelium dispersal (propensity to form separate colonies). (**E**) Pattern of Samy MCP-mCherry expression in a *S*. *ambofaciens* colony. Bacteria encoding a MCP-mCherry fusion were inoculated from plates and grown 4 d in BM medium before red fluorescence imaging. The overlay of red fluorescence and bright field images is shown. Additional images and controls are presented in **S9C Fig**. Scale bar: 10 μm. (**F**) Correlation between Samy phage production and colony-forming units by diverse *S*. *ambofaciens* strains. *S*. *ambofaciens* strains obtained from distinct collections (**S4 Table**) were grown during 4 d in BM medium, before counting colony-forming units and phage production in the supernatants. Even strains ATCC 23877 and DSM 40697 were cultured for this experiment from stocks produced by another laboratory. Each dot represents an independent experiment per strain. The correlation was analyzed by a Spearman rank correlation test. Results of 2 independent experiments. (**G**) Bioassay performed with the supernatants of *S*. *ambofaciens* ATCC 23877 WT strain and its derivatives deleted in Samy regions (clones #1, #3, and #4; **S4 Table and S8 Fig**). Then 50 μL of filtered supernatant from *S*. *ambofaciens* culture after 4 d in BM medium was deposited on a *Micrococcus luteus* mat, as previously described [30]. The size of the *M*. *luteus* growth inhibition halo after 24 h incubation at 37°C was measured. The boxplot is plotted as described in the legend of **Fig 3A**. The *p*-values of two-sided Wilcoxon rank sum tests with continuity correction are indicated. (**H**) Model of the stress- and phage-induced dispersed growth of *Streptomyces* in liquid medium. After germination of the spore, the multicellular bacteria form successively primary and secondary mycelia. In the absence of prophage, the *S*. *ambofaciens* DSM 40497 tends to form particularly large and dense pellets in response to metabolic stress encountered in BM medium (nitrogen unbalance, translation inhibition, basic pH). Under the same conditions, phage production by *S*. *ambofaciens* ATCC 23877 is correlated with dispersed growth in sparse clumps and filaments. We propose that phage-induced cell death within the secondary mycelium leads to a dislocation of multicellular aggregates. The subsequent increase in the number of small colonies promotes strain dispersal under stressful conditions. The data and scripts underlying the A, D, F, and G panels can be found in **S1** and **S2 Data**, respectively.

We used a CRIPSR approach to obtain ATCC 23877 derivate deleted for part or all of the prophage (**S4 Table and S8 Fig**). Although the 3 clones tested carry different Samy deletions, they all presented the same phenotype. After 4 d of growth, aggregates appeared in the cultures, but not in the parental strain (**Fig 4B**). Microscopic observations of the cultures confirmed the formation of larger and denser cell pellets in the absence of the prophage (**Figs 4C and S9A**). Interestingly, the formation of cell aggregates during growth in BM medium was also observed with *Streptomyces coelicolor* A(3)2, another *Streptomyces* species that does not contain Samy prophage (**S9B Fig**). The DSM 40697 strain, however, exhibits larger aggregates in BM medium compared to the ATCC strain devoid of the complete Samy prophage, suggesting that prophage induction is only one of the factors influencing cluster size under these specific conditions.

Because of the multicellular nature of *Streptomyces*, the colony-forming units (CFUs) count reflects not only cell survival but also the number of multicellular clusters *per se* regardless of the number and proportion of living or dying cells in the clusters. Thus, we hypothesized that Samy induction could modify the number of culturable and viable colonies in the medium. We determined the number of CFUs after 4 d growth in BM medium of the strains ATCC 23877 (Samy^+^), DSM 40697 (Samy^−^) and ATCC 23877 Δ*Samy*. To optimize bacterial growth after stressing conditions, counting were carried out on Soy Flour Mannitol (SFM) medium, widely used for routine cultivation of *Streptomyces* species since it promotes the sporulation of most of them [45]. Remarkably, the number of CFUs was around 2-logs higher in the phage-producing ATCC 23877 strain than in its phage-deleted derivative or the DSM 40697 strain (**Fig 4D**). Thus, the activation of Samy prophage was correlated with a drastic increase in the number of viable multicellular clusters formed by the ATCC 23877 parental strain. During a return to a condition more favorable to growth (exemplified here by the SFM medium used to count the colonies), this property resulted in an increase in the number of CFUs compared to strains having formed larger cell aggregates.

The presence of the Samy prophage analysis within the genomes of “surviving” clones was confirmed by PCR (**S10 Fig**). This suggests that the colonies that persisted did not arise from bacteria that had lost the prophage, but rather from those that had not entered the lytic cycle. To assess the induction pattern, we engineered a strain that expresses the major capsid protein of Samy fused to mCherry (MCP-mCherry). Red fluorescence was observed in some segments of the filaments (**Figs 4E** and **S9C**), suggesting that Samy phage production was localized to certain areas of the colony and retained within specific filament sectors.

To evaluate the potential impact of storage and strain evolution in laboratory conditions on the growth phenotype, we performed a comprehensive analysis on multiple *S*. *ambofaciens* strains (harboring or not Samy prophage) sourced from diverse collections (**S4 Table**). Once again, we observed a positive correlation (R = 0.75, *p* = 0.00074, Spearman method) between the production of Samy and the number of CFUs following a 4 d growth period in BM medium (**Fig 4F**).

In order to test whether a soluble factor present in the culture supernatant could contribute to the dispersal phenotype, we added a conditioned supernatant of the parental strain grown 4 d in BM medium to a 24 h culture of the phage-deleted strain. We found no increase in colony number after 4 d of incubation in BM medium (**S11 Fig**), indicating that the prophage needs to be present within the cells to increase the *in vitro* dispersal.

Finally, we evaluated the impact of Samy phage production on antibacterial activity, a key step in the development cycle of *Streptomyces*. Interestingly, the antibacterial activity of the ATCC 23877 strain in BM condition is not affected by the presence or absence of an intact prophage copy (**Fig 4G**).

Altogether, these results indicate that the induction and production of Samy prevents the formation of large cell aggregates by *S*. *ambofaciens* ATCC 23877 in a stressful condition, promoting bacterial dispersal *in vitro*, without causing a massive death of antibiotic-producing cells.

## Discussion

In this study, we describe the conditions of awakening of a *Streptomyces* prophage associated with profound physiological changes within the colony. In HT broth, a medium initially optimized to promote *Streptomyces* sporulation [37], we have described for the first time a massive activation of mobile genetic element expression (Samy prophage, pSAM1 plasmid, and pSAM2 ICE; **Figs 2 and S3**) and other phage-related genes such as those encoding eCIS [38,39] (**S5A Fig** and **S2 Table**), as well as a high-stress situation associated with an imbalance in nitrogen metabolism and translation inhibition (**S2 Table**).

This phenomenon seems to be concomitant with physiological modifications that may contribute to strain dispersal in this condition. For instance, we observed increased expression of the genes encoding the synthesis of geosmin and 2-methylisoborneol volatile compounds (**S2 Table**), which may promote spore dispersal by animals [8,46]. Moreover, a hydrophobic layer of chaplins may also contribute to their dispersion by limiting their loss in the anoxic depths of the soil and by mediating their adhesion to hydrophobic surfaces [47]. 

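For 2-methylisoborneol, S2 Table names a pair of adjacent genes. SAM23877_RS01695, annotated as a terpene cyclase, the cargo protein of a family 2 encapsulin nanocompartment (360601 to 361923, forward strand), had 129 ± 23.2 CPM in HT (SD, n = 3) and 8.63 ± 6.00 in MM (SD, n = 2), a log2 fold change of 3.91 (SE 1.13, edgeR adjusted p = 0.0293). It was not called without HT replicate 1 (edgeR adjusted p = 0.0568), HT replicate 2 (0.0500), MM replicate 1 (0.0766) or MM replicate 2 (0.184). SAM23877_RS01700, a methyltransferase domain gene (361939 to 362814, forward strand), had 179 ± 44.6 CPM in HT and 10.9 ± 8.12 in MM, a change of 4.04 (SE 1.06, edgeR adjusted p = 0.0192), and was not called without MM replicate 2 (0.137). As a set the pair had a limma camera adjusted p of 0.0962 and 0.0218 with fry. Geosmin genes were not found by name in the tables used here and are not analysed here.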

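Of the 5 chaplin genes found by name, all were called higher in HT than in MM, with a median log2 fold change of 3.41 (limma camera adjusted p = 0.000327). The gene chpH (SAM23877_RS08055, 1788262 to 1788495, reverse strand) had 677 ± 148 CPM in HT (SD, n = 3) and 63.7 ± 46.2 in MM (SD, n = 2), a change of 3.41 (SE 0.606, edgeR adjusted p = 0.0019). SAM23877_RS04305 rose by 3.91 (SE 0.659, edgeR adjusted p = 0.00124), chpG (SAM23877_RS12880) by 3.87 (SE 0.790, edgeR adjusted p = 0.00371), chpD (SAM23877_RS12940) by 2.96 (SE 0.668, edgeR adjusted p = 0.00744) and chpE (SAM23877_RS08705) by 2.82 (SE 0.651, edgeR adjusted p = 0.00847). Without MM replicate 2, chpE, chpG and chpD were not called (0.0555, 0.0515 and 0.0629), and chpD not without MM replicate 1 either (0.0648). The 5 genes took 0.293% to 0.380% of the counts in HT, 0.0916% to 0.247% in ONA, 0.0236% to 0.0930% in SAF, 0.0299% and 0.0390% in MM, and 0.00997% and 0.0143% in NAG.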

The induction of the expression of genes encoding gaseous vesicles (**S2 Table**) may also contribute to the flotation and propagation of *Streptomyces* [48]. Phage production thus seems to be part of a more general stress and/or dispersal response.

Samy is most likely activated through an SOS-independent pathway, with the precise signal(s) for Samy prophage induction yet to be determined. “NAG,” “ONA,” “HT,” and “BM” conditions do not share a common compound but are all associated with the induction of Samy expression. The N-acetyl-glucosamine present in the “NAG” condition (but absent in the “MM” medium) is required to induce Samy expression. This molecule is a monomer of chitin, which acts as a signal molecule and activates development and antibiotic production under poor growth conditions [49]. On the other side, ONA, HT, and its BM derivate are characterized by the presence of beef meat (**S6 Table** and **Fig 3A**). Moreover, alkalinity constitutes an additional stress signal correlated with the induction of Samy and/or enhancing phage particle stability (**Fig 3A**). Interestingly, alkaline conditions are also required for the initiation of the “explorer” phenotype in *S*. *venezuelae* [50]. Altogether, these observations indicate that multiple factors can promote Samy induction.

Most of our experiments were conducted under liquid growth conditions, a situation actually similar to those of most industrial bioreactors. It has long been described that the appearance of *Streptomyces* growth in liquid media (dispersed hyphae *versus* pellets or clumps) depends on the state of the initial inoculum and varies from one species to another [51]. “Fragmentation of the mycelial clumps” [52] or “pellet fragmentation” [53] in liquid medium have even been reported for some species. The biophysical parameters that may influence the type of hyphae grouping in liquid medium have been explored for a few strains [42]. Some genetic factors such as *ssgA* morphogene [52] also contribute to the morphology of *Streptomyces* mycelia in submerged cultures. Mycelium fragmentation may actually be a key contributor to strain spread in liquid medium, since most *Streptomyces*, like *S*. *ambofaciens* ATCC 23877, sporulate poorly or not at all during submerged growth. In this study, we demonstrate for the first time that a prophage can contribute to a similar process by promoting the formation of small and numerous clumps favoring strain dispersal and increasing by 2-logs the number of clumps/pellets able to give rise to new colonies. Samy belongs to the *Caudoviricetes* class, which are released by cell lysis. So, we propose that cell death induced by Samy in part of the colony contributes to this strain dispersal (**Fig 4H**). The fact that partial deletion of Samy (in the integrase coding region) is sufficient to abolish the phenotype supports the view that viral production is required.

Samy phage production takes place mainly between 24 h and 48 h of growth in BM medium (**Fig 3B**), leading to a final phage titer that is quite variable from one experiment to another (**Fig 3A**). Moreover, Samy production monitored by a MCP-mCherry fusion was detected only in some sections of the colony (**Figs 4E and S9C**). This suggests that the triggering of phage production in the population may be stochastic. Only a portion of the cells die as evidenced by the lack of impact on overall antibiotic production in BM liquid medium (**Fig 4G**), the high number of CFU after 4 d growth in this medium (**Fig 4D**) and the effective sporulation of the strain on solid HT medium (our personal observations). The fact that the putative immune repressor is still expressed in “HT” conditions reinforces these observations as this is characteristic of transcriptomes made on heterogeneous populations with respect to phage production, as previously reported [40]. Thus, we favor a model in which only a fraction of the cells will die, allowing the preservation of the remainder of the colony or cell aggregate. 

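The putative immunity repressor gene SAM23877_RS29075 had 364 ± 43.9 CPM in HT (SD, n = 3) and 442 ± 66.5 in MM (SD, n = 2). The difference was within the spread of the replicates, with a log2 fold change of -0.28 (SE 0.267, edgeR adjusted p = 0.487). It stayed between -0.43 and -0.13 with each library left out, and its adjusted p ranged from 0.371 to 0.849 over the alternatives.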

Assuming that Samy-mediated dispersion may provide a selective advantage under certain conditions (for instance, switch from BM to SFM growth condition), its production could illustrate a division of labor leading to an “altruistic” loss of fitness within a subpopulation of cells [55].

The similarities between *Streptomyces* mycelium fragmentation and biofilm dispersal have been previously highlighted [53]. Moreover, the use of phages is presented as a promising approach to control biofilms [56]. Our study highlights the possible risk of bacterial dispersal that may be associated with the (partial) induction of prophages in cellular aggregates. Phage-mediated dispersal of biofilms has also been reported in *Enterococcus faecalis* unicellular bacteria [57]. Another prophage, in *Pseudomonas aeruginosa*, has already been shown to have an impact on bacterial biofilms by consolidating them through the contribution of extracellular DNA [58]. Our study further emphasizes the importance of considering prophages into models exploring multicellular aggregate dynamics and/or transitions to multicellular life [59].

## Materials and methods

### *Streptomyces* strains and plasmids

The *Streptomyces* strains and primers used in this study are listed in **S4** and **S5 Tables**, respectively. A CRISPR-Cas9-based approach using a single guide RNA (SBM395; **S5 Table**) targeting the Samy integrase (SAMYPH_94/ SAM23877_RS39280) was conducted in the absence of a template donor DNA using pCRISPR-Cas9 vector, as previously described [60]. The precise size of the deleted regions in 3 independent clones was determined by sequencing (**S4 Table and S8 Fig**). The gene encoding Samy MCP was cloned in fusion with a synthetic mCherry gene (Integrated DNA Technologies) within pOJ260 plasmid [61] using a Golden Gate Assembly approach (NEBridge BsaI-HFv2, New England Biolabs) with PCR products obtained with primers SBM548 to SBM555 for the inserts, and primers SBM375 and SBM376 for the vector (**S5 Table**). This plasmid, named “pOJ260-MCP-mCherry,” contains homology sequences upstream and downstream of the target site as well as a spectinomycin resistance cassette in between, enabling allelic replacement by homologous recombination. The plasmid was introduced by conjugation into *S*. *ambofaciens*, as previously described [62]. Extraconjugants were selected on 100 μg/ml spectinomycin and 50 μg/ml nalidixic acid, and their genetic organization verified by PCR.

### Growth conditions

All media composition are described in **S6 Table**. Bacteria were grown at 30°C. Spores were collected after growth on SFM medium. About 10^7^ spores were inoculated in 50 mL of liquid medium (in a 500-mL Duran Erlenmeyer baffled flask with a silicon stopper) and incubated in a shaking orbital agitator (200 rpm, INFORS Unitron standard). Aliquots from the cultures were collected, centrifuged, and filtered using Whatman PVDF Mini-UniPrep syringeless filters (0.2 μm). Antibacterial activity against *Micrococcus luteus* was determined, as previously described [30]. The CFUs after 4 d of growth in BM liquid medium were determined after serial dilutions in water and plating of 100 μL of dilutions on SFM medium. To analyze the presence of Samy prophage in surviving colonies, 10 isolated colonies were individually grown in TSB liquid medium and subjected to genomic DNA extraction. The presence of Samy was assessed by PCR using primers SBM385 and SBM386 (**S5 Table**). To analyze the impact of conditioned supernatants on *S*. *ambofaciens* growth and survival, the WT strain or its isogenic mutant Δ*Samy* clone #3 were grown in BM medium during 24 h before supplementing the medium with 0.2 μm-filtered conditioned supernatants at ratios of 1:2 or 1:5 (supernatant: culture volume). Then, the bacteria were grown for an additional 3 d before counting.

### Optical and fluorescent microscopy

For optical microscopy, after 4 d growth in BM liquid medium, 10 μL of *Streptomyces* cultures were directly mounted on glass coverslips and analyzed using an Olympus BX63 microscope. Images were acquired with a 40× oil immersion objective. The red-fluorescent microscopy was analyzed using a Leica DM6000 B microscope. Images were acquired with a 100× oil immersion objective.

### Phage quantification by qPCR

Filtered supernatants were treated with 1 U/100 μL TURBO DNAse (Invitrogen) for 1 h at 37°C and then incubated for 20 min at 80°C. Amplification was carried out on 2 μL of these treated supernatants, in a final volume of 10 μL, using the LightCycler FastStart DNA Master HybProbe kit (Roche Diagnostics) supplemented with SYBR Green. Primers used to amplify Samy prophage and a host gene are indicated in **S5 Table**. The qPCR efficiencies as well as the absolute number of amplified copies were determined using 10^2^ to 10^6^ copies of *S*. *ambofaciens* ATCC 23877 gDNA as standard.

### Infection assay

After 4 d growth in BM liquid medium, *S*. *ambofaciens* ATCC 23877 culture was centrifuged at 8,000 rpm (JA14 rotor, Beckman) for 15 min at 4°C to pellet intact bacteria and debris. The supernatant was then transferred to new centrifuge tubes and subjected to overnight centrifugation under the same condition and filtered. The pellet was resuspended and serially diluted in TBT buffer (100 mM Tris–HCl (pH 7.5); 100 mM NaCl; 10 mM MgCl_2_) or MP Biomedicals Nutrient Broth (MNB; **S6 Table**). Approximatively 10^8^ spores of target bacteria (*Streptomyces albidoflavus* J1074, *S*. *ambofaciens* ATCC 23877, *S*. *ambofaciens* DSM 40497, *S*. *coelicolor* A3(2), *S*. *venezuelae* ATCC 10712; **S4 Table**) were inoculated in 3 mL of SNA before pouring on SFM plates. Then 5 μL of serial dilutions of the phage preparation were spotted on the bacterial lawns. The plates were incubated for 1 week before imaging. In an alternative approach, 5 μL of serially diluted phage preparation was applied onto MNB agar plates supplemented with 0.5% glucose, 10 mM MgCl_2_, and 8 mM CaCl_2_ prior to pouring MNB soft agar (i.e., SNA; **S6 Table**) containing spores. Following this procedure, plates were incubated 24 h before imaging.

### Samy prophage detection, annotation, and classification

Synteruptor program (http://bim.i2bc.paris-saclay.fr/synteruptor/, v1.1) was used to compare the sequences of *S*. *ambofaciens* ATCC 23877 and *S*. *ambofaciens* DSM 40697 [30,32], with a minimal threshold of 20 CDSs to identify genomic islands in **Fig 1A**. The Synteruptor software’s protein number axis coordinates were converted into base pair (bp) positions. PHASTER [63] was used to predict the presence of a putative prophage in the *S*. *ambofaciens* chromosome. *In silico* translated Samy prophage CDSs predicted in *S*. *ambofaciens* ATCC 28377 chromosomal sequence (CP012382, initial annotation [64]) were functionally annotated using HHPred [65] against the PDB mmCIF70 (version of January 10, 2023) and PHROGs_V4 [66] databases. Functions (known or unknown) of the nearest homologs were transferred to the queries by only retaining predictions with a probability ≥95.8%. The genome comparison between Samy and PhiC31 was performed using Easyfig software (e-value <10^−3^, v2.2.5). No significant similarity with a previously annotated CDS led to a “hypothetical protein” annotation. In case of identification of a protein related to an annotated PHROG of unknown function, the annotation of the gene is “protein of unknown function” with a note indicating the related-PHROG number. This first annotation was manually curated using the more recently submitted version of *S*. *ambofaciens* ATCC 28377 chromosome annotation (NZ_CP012382, released April 14, 2022). The annotated genes have an identifier starting with “SAMYPH”. Samy phage classification was carried out according to the guidelines set forth by the ICTV [67]. First, Samy nucleotide sequences underwent initial comparison with the “nucleotide collection (nt/nr)” database [Organism “Viruses (taxid:10239)”] using BLASTn [68] to identify potential related phage isolates at the species and/or genus taxonomic levels. Since only minimal similarities were identified this way (76% identity with a region of 429 bp of the *Gordiana* phage Mollymur), further investigations were conducted at the family rank using VIPTree [69] and VirClust [44], 2 predicted proteome-based clustering tools. A hierarchical clustering between Samy and all the reference viral sequences of the GenomeNet/Virus-Host DB [70] was first calculated based on tBLASTx comparisons on their whole proteomes using VIPTree (https://www.genome.jp/viptree/; version 4.0, default parameters). All the viral sequences of the VIPTree cluster including Samy (*n* = 32, accession numbers indicated in **S7 Fig**) were then hierarchically clustered thanks to profile-profile HMM comparisons on their whole proteomes using VirClust (https://rhea.icbm.uni-oldenburg.de/virclust/; version 2, default parameters).

### RNA preparation, sequencing, and data processing

About 2.10^6^ spores (in 5 μL) of *S*. *ambofaciens* ATCC23877 were spotted on a sterile cellophane covering the medium in the Petri dish. Thirty hours later, cells were harvested using a sterile cone and deposited into a tube containing 5 mL of cold ethanol. Cells were then harvested by centrifugation for 15 min at 4,000*g* at 4°C and stored at −20°C.

RNA extraction, sequencing, and analysis were performed as previously described [30]. The reads were mapped on a genome harboring a single TIR and in terms of “Gene” and pseudogene features according to *S*. *ambofaciens* ATCC23877 annotation (GCF_001267885.1_ASM126788v1_genomic.gff, released April 14, 2022) and modified to include our own manual curation of Samy prophage annotation. The reference condition used to run the SARTools DESeq2-based R pipeline [71] was 24 h growth in MP5 medium. Data were analyzed with R software [72]. GO analysis g:Profiler:g:GOSt software (https://biit.cs.ut.ee/gprofiler/gost, version e109_eg56_p17_1d3191d) was performed as previously described [31]. The “mclust” R package [73] was used to identify the gene populations of Samy prophage transcriptomes, via a Gaussian finite mixture model fitted by the expectation-maximization algorithm.

### Virion purification by CsCl gradient

About 2.10^6^ spores of *S*. *ambofaciens* ATCC 23877 were inoculated in 2 L of BM medium. After 4 d growth, the culture was centrifuged at 8,000 rpm (JA14 rotor, Beckman) for 15 min at 4°C to pellet intact bacteria and debris. The supernatant was then transferred to new centrifuge tubes and subjected to overnight centrifugation under the same condition. The pellet was resuspended in 18 mL of TBT buffer and treated with 2 U/mL TURBO DNAse (Invitrogen) and 100 μg/mL RNAse for 1 h at 37°C. The phage was purified by isopycnic centrifugation in a CsCl discontinuous gradient for 5 h at 32,000 rpm in a SW41 rotor (Beckman) at 20°C, as previously described [74].

### Transmission electron microscopy (TEM)

Phage samples collected after 4 d growth in 1 L of HT liquid medium were concentrated for TEM observation by successive washes in ammonium acetate as previously described [40]. To eliminate debris and/or dextrin, a second set of TEM observations using the negative staining method was conducted on CsCl-purified particles produced in BM medium. Then 3 μL of sample suspension were deposited on an air glow-discharged 400 mesh copper carbon-coated grid for 1 min. Excess liquid was blotted and the grid rinsed with 2% w/v aqueous uranyl acetate. The grids were visualized at 100 kV with a Tecnai 12 Spirit TEM microscope (Thermo Fisher, New York NY, USA) equipped with a K2 Base 4k × 4k camera (Gatan, Pleasanton CA, USA).

### Virome sequencing and data processing

DNA from CsCl-purified particles was extracted twice with phenol, once with chloroform, and dialyzed overnight against 10 mM Tris–HCl (pH 7.5) and 0.1 mM EDTA. After random fragmentation, the DNA sample was paired-end sequenced using Illumina dye sequencing, as previously described [75]. Data were analyzed with the Integrative Genomics Viewer (IGV) tool [76]. STAR software [77] and *featureCounts* program [78] were used to quantify total reads along the reference genome containing only one terminal inverted repeat (TIR). The sequence coverage at termini position was identified using PhageTerm (Version 1.0.12) [79].

## Supporting information

S1 Fig GC content (**A**) and size (**B**) of a panel of 330 *Streptomyces* phages.

S2 Fig Multidimensional analyses of the transcriptomes of *S*. *ambofaciens* ATCC 23877 grown under various conditions.

S3 Fig Heatmaps of pSAM1 (**A**) and pSAM2 (**B**) transcriptomes in different growth conditions.

S4 Fig Samy expression profile under the different conditions studied.

S5 Fig Samy phage morphology and infection assays.

S6 Fig Results of high-throughput sequencing of the double-stranded DNA virome of *S*. *ambofaciens* ATCC 23877 grown 4 d in BM medium.

S7 Fig Clustering of Samy with PhiC31 and other actinophages.

S8 Fig Schematic representation of deletions generated by a CRIPSR-Cas9 approach targeting Samy prophage integrase.

S9 Fig Morphology of *S*. *ambofaciens* and *S*. *coelicolor* after 4 d growth in BM medium.

S10 Fig Detection of Samy prophage within the genome of clones isolated on SFM plates after 4 d growth in BM liquid medium.

S11 Fig Counting of colony-forming units after 4 d of growth in BM medium of *S*. *ambofaciens* ATCC 23877 reference strain and its isogenic Δ*Samy* #clone 3 mutant supplemented with conditioned supernatants.

S1 Table List and characteristics of 330 *Streptomyces* phages referenced in Actinophage Database, NCBI, and/or ICTV. The legend is detailed in the “Readme” sheet (to download separately online).
(XLSX)

S2 Table Results from the OSMAC-RNAseq approach conducted in *S*. *ambofaciens* ATCC 23877. The legend is detailed in the “Readme” sheet (to download separately online).
(XLSX)

S3 Table List of Samy genes overexpressed in non- or poorly inducing conditions. The legend is detailed in the “Readme” sheet (to download separately online).
(XLSX)

S4 Table Strains used in this study.

S5 Table Primers used in this study.

S6 Table Media used in this study.

S1 Data Data values for all figures within this study.

S2 Data Scripts used for RNA-seq analysis and generate the figures of this study. (HTML)

S3 Data Statistical report of the RNA-seq analysis. (HTML)

S1 Raw Image Raw image for S10 Fig. (JPG)

## Abbreviations

CFU: colony-forming unit
DNK: deoxynucleoside monophosphate kinase
eCIS: extracellular contractile injection systems
GO: Gene Ontology
ICE: integrative conjugative element
ICTV: International Committee on Taxonomy of Viruses
IQR: interquartile range
NCBI: National Center for Biotechnology Information
OSMAC: One Strain Many Compounds
PSC: protein supercluster
RDF: Recombination directionality factor
SFM: Soy Flour Mannitol
TEM: transmission electron microscopy
TIR: terminal inverted repeat
VGC: viral genome cluster

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S1 Fig

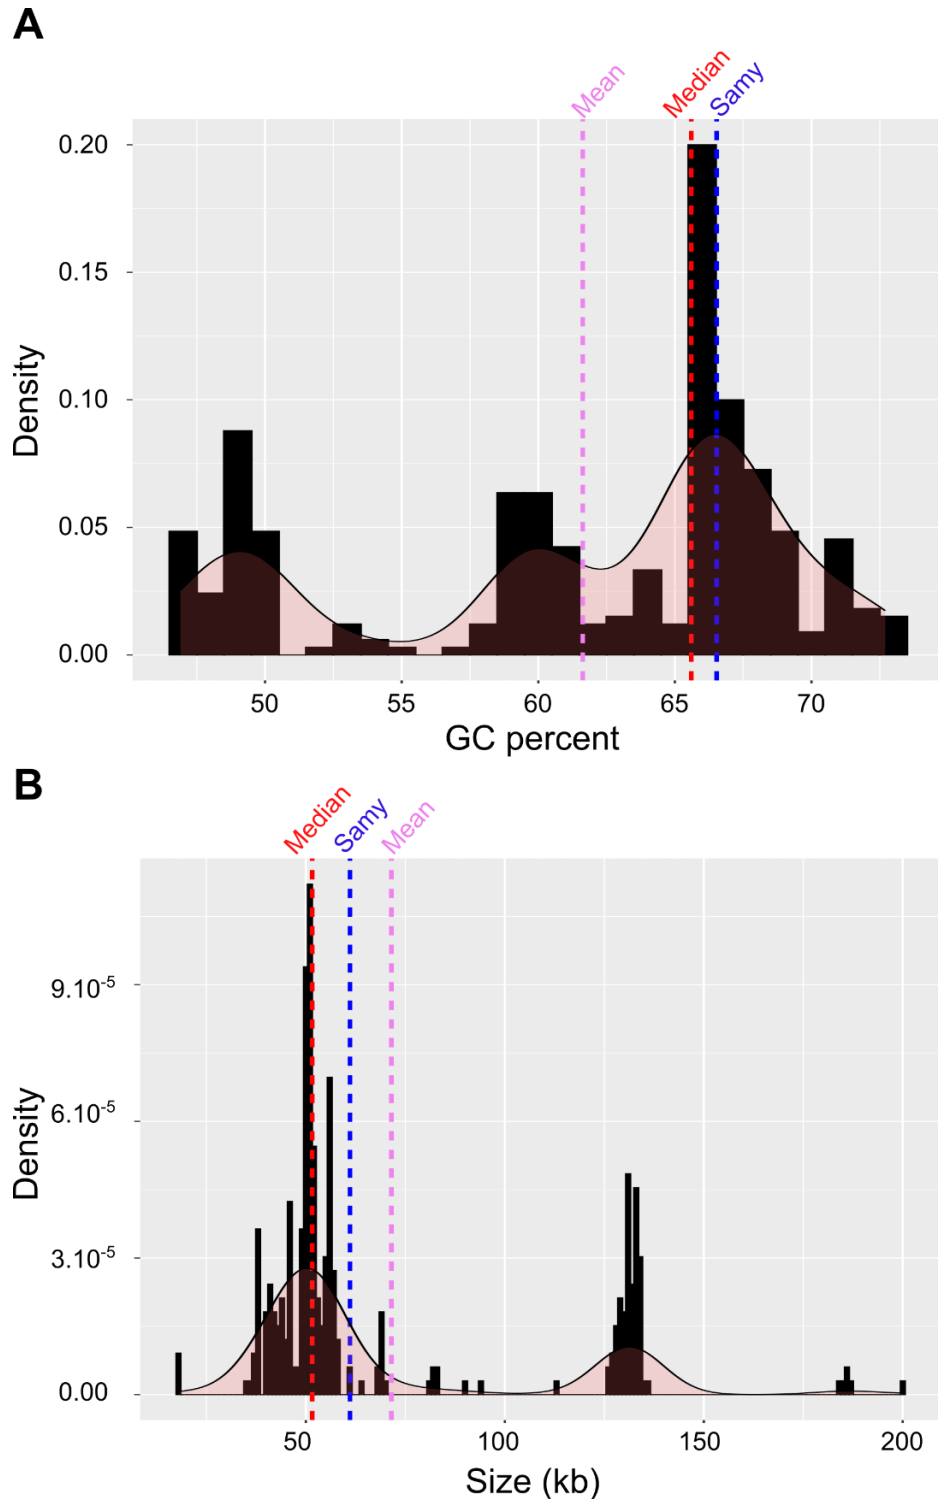

**S1 Figure: GC content (A) and size (B) of a panel of 330 *Streptomyces* phages**  
 This analysis was conducted on a panel of 330 sequenced phages, including Samy, listed in the Actinophage Database, NCBI and/or ICTV databases (**S1 Table**). Since the distribution of values is multimodal, information about both the mean (pink dashed line) and median (red dashed line) was taken into account to compare to Samy (blue dashed line). The density plots were generated using a bin width of 1 and 1000 in panels A and B, respectively. The density curves are indicated in each panel. The data and scripts underlying these panels can be found in **S1 Table** and **S2 Data**, respectively.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S2 Fig

**A**

| Condition name | Medium type | Medium composition                       | Time point (h) | GEO accession number |
|----------------|-------------|------------------------------------------|----------------|----------------------|
| MP24           | Liquid      | MP5                                      | 24             | GSE162865            |
| MP30           | Liquid      | MP5                                      | 30             | GSE162865            |
| MP36           | Liquid      | MP5                                      | 36             | GSE162865            |
| MP48           | Liquid      | MP5                                      | 48             | GSE162865            |
| MP72           | Liquid      | MP5                                      | 72             | GSE162865            |
| Y24            | Liquid      | YEME 10% saccharose                      | 24             | GSE162865            |
| Ycongo24       | Liquid      | YEME 10% saccharose + 1µg/ml congocidine | 24             | GSE162865            |
| Y48            | Liquid      | YEME 10% saccharose                      | 48             | GSE162865            |
| MM             | Solid       | Minimal Medium 0.5 % Mannitol            | 30             | GSE232795            |
| NAG            | Solid       | MM + 25 mM N-Acetyl-Glucosamine          | 30             | GSE232795            |
| SAF            | Solid       | SAF                                      | 30             | GSE232795            |
| ONA            | Solid       | Oxid Nutrient Agar                       | 30             | GSE232795            |
| HT             | Solid       | Hickey-Tresner agar                      | 30             | GSE232795            |

**B**

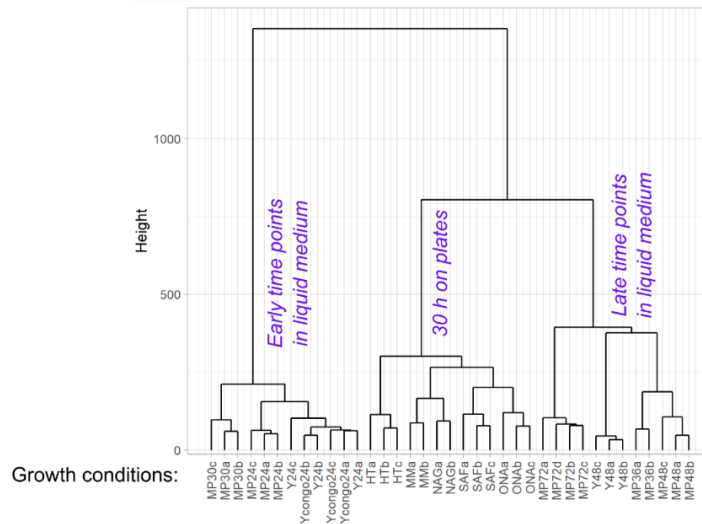

**C**

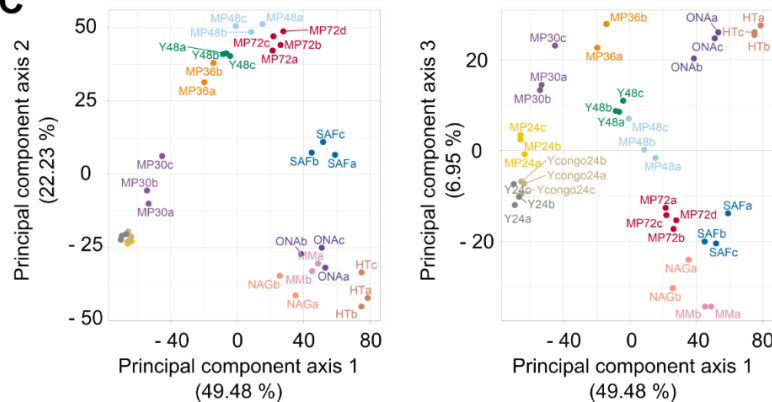

## S2 Figure: Multidimensional analyses of the transcriptomes of *S. ambofaciens* ATCC 23877 grown under various conditions

- Main characteristics of the various growth conditions analyzed in this study.**
- Ascending hierarchical classification** (Euclidean distance, Ward criterion) of the whole data set (37 samples). 

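Over the 13 libraries analysed here, the library nearest to each one by Euclidean distance on variance-stabilized counts was of the same condition for all 13, and Ward clustering into 5 groups gave the 5 conditions. The same held on log2 CPM with a prior count of 2, and without the 2 features of largest count. The first principal component held 34.1% of the variance and the next 21.4%.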

Transcriptomes form clusters based on biological conditions specified in blue near each node. The acronyms and colors indicate the condition (see panel A) with a distinct letter (a, b, c or d) for each replicate.
- Principal component analysis** (PCA) of the whole data set, with percentages of variance associated with each axis. The acronyms and colors indicate the condition (see panel A) with a distinct letter (a, b, c or d) for each replicate.

The data and scripts underlying these panels can be found in **S1 Data** and **S2 Data**, respectively. The analyses were performed on raw counts using the SARTools DESeq2-based R pipeline (1). The statistical report generated by this pipeline is presented in **S3 Data**.

Reference:

1. Varet H, Brillet-Gueguen L, Coppee JY, Dillies MA. SARTools: A DESeq2- and EdgeR-Based R Pipeline for Comprehensive Differential Analysis of RNA-Seq Data. PLoS One. 2016;11(6):e0157022.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S3 Fig

**A**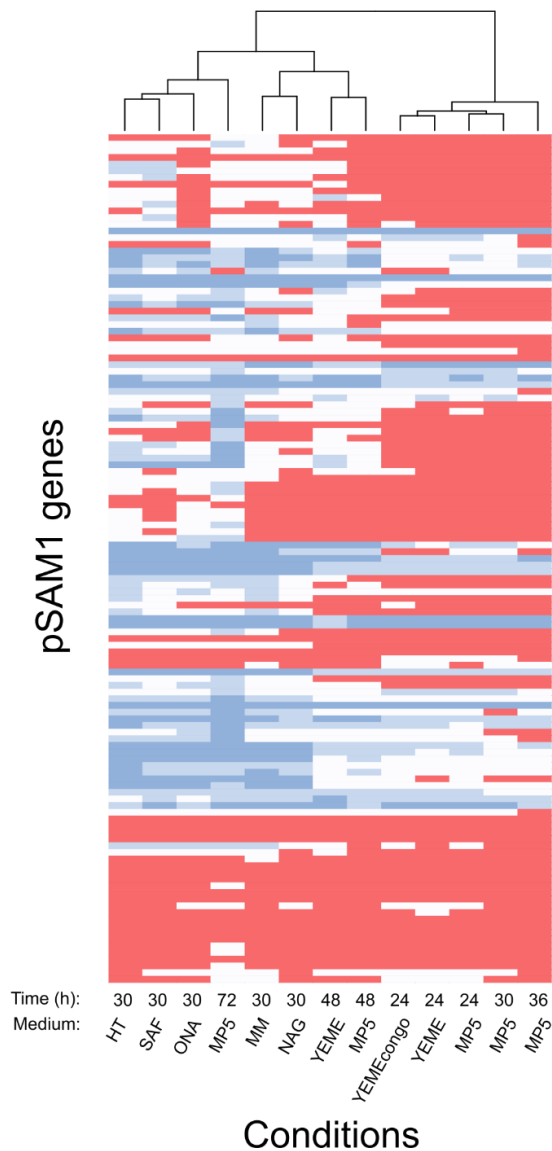**B**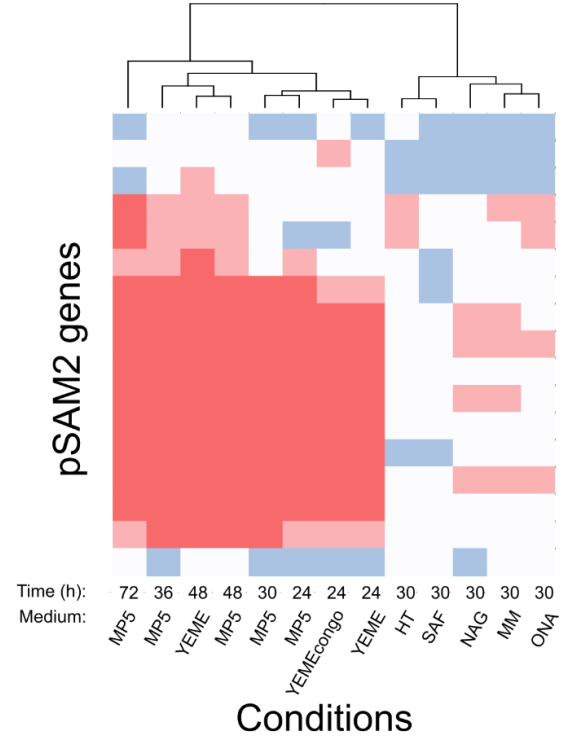**C**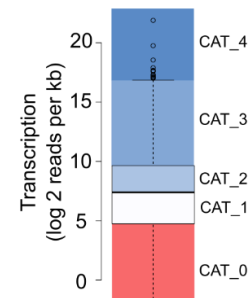

### S3 Figure: Heatmaps of pSAM1 (A) and pSAM2 (B) transcriptomes in different growth conditions

RNA-seq data (DESeq2 normalized number of reads per kb per gene, log<sub>2</sub>) were categorized in a color scale reflecting their expression relative to whole genome expression in each condition, as illustrated in panel C. Each line represents a gene, ranked according to order on the genome. 

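By the quartiles of whole genome expression in each condition, 35 of the 131 pSAM1 features were in the lowest category in HT (26.7%) and 31 in the category above the third quartile (23.7%). In MM the numbers were 42 (32.1%) and 27 (20.6%), in NAG 51 (38.9%) and 21 (16.0%), in ONA 44 (33.6%) and 24 (18.3%), and in SAF 37 (28.2%) and 24 (18.3%). The median log2 value per kb of the plasmid was 6.46 in HT, where that of the genome was 7.14. It was 5.73 against 6.77 in MM, 5.29 against 6.87 in NAG, 6.17 against 6.94 in ONA and 6.32 against 7.03 in SAF.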

Growth conditions (columns) are ranked by hierarchical clustering according to pSAM1 and pSAM2 transcriptomes, in panels A and B, respectively. The data underlying these panels can be found in **S1 Data**.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S4 Fig

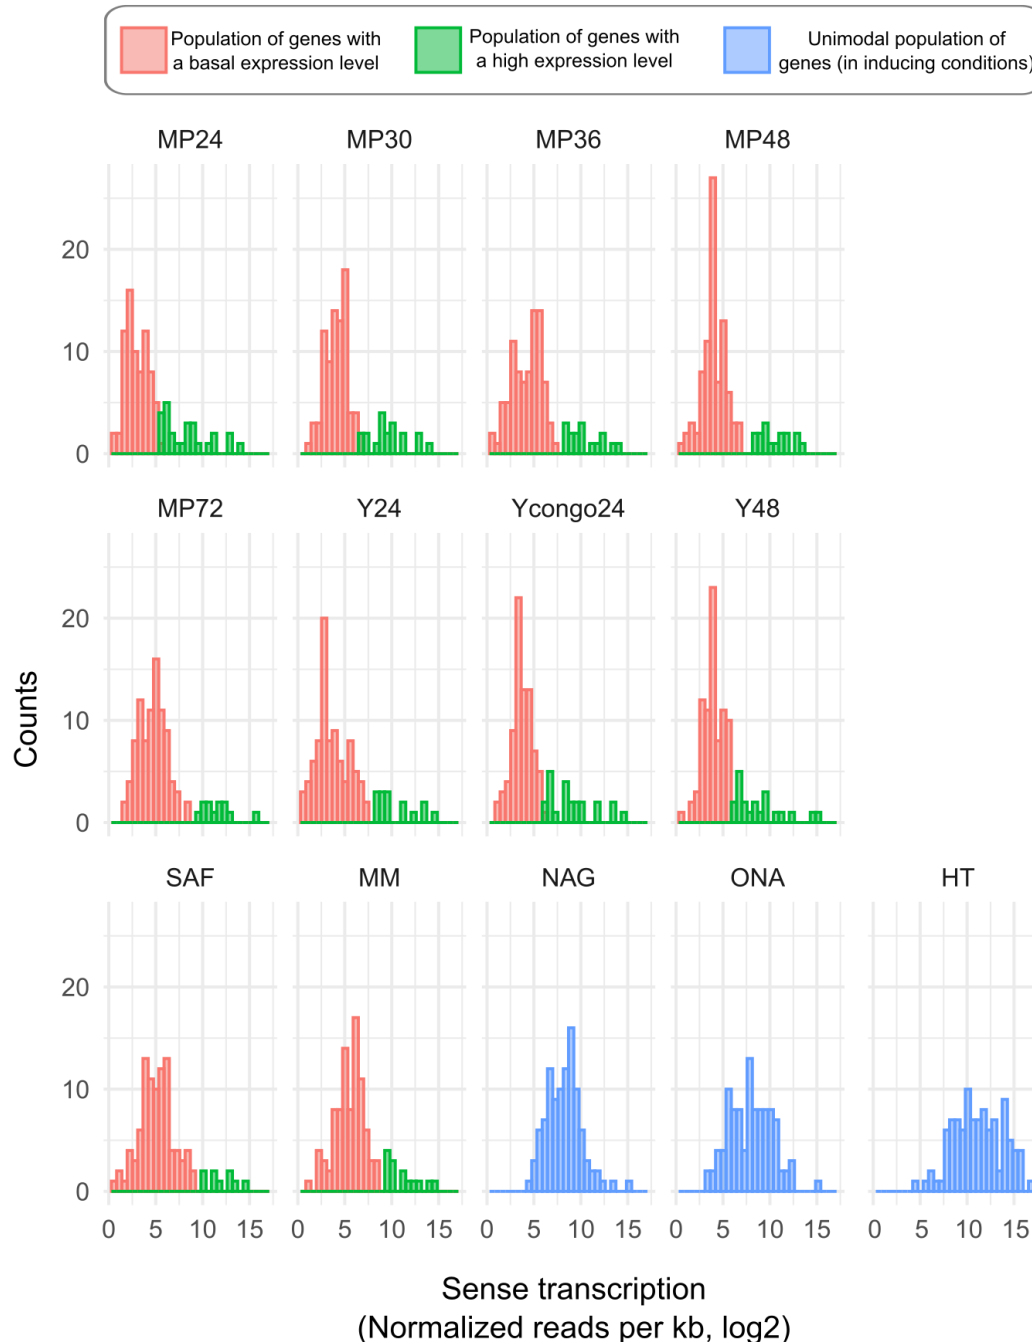

#### S4 Figure: Samy expression profile under the different conditions studied

The expression level distribution of Samy genes ( $n = 102$ ) is presented in each condition (described in **S2 Fig** and **S6 Table**). A dedicated R package ('mClust') was used to identify the bimodal distributions and classify genes accordingly. In non-inducing conditions (*i.e.* all conditions except HT, ONA, NAG), a bimodal profile was observed, genes being categorized in the basal (red) or high expression level (green) population. 

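In MM, mclust placed 88 Samy features in a component with a mean log2 value per kb of 4.95 and 14 in a component with a mean of 10.53. In SAF it placed 93 features at 4.65 and 9 at 11.20. With unequal variances the smaller component held 15 features in MM and 11 in SAF. Taken library by library it held 14 and 13 in MM and between 7 and 10 in SAF. On simulated values drawn from 1 or 2 components, the number of components was recovered in 100% of 50 sets each. All components were drawn as normal distributions, and the 2 lay about as far apart as in MM and SAF. A single skewed distribution was not drawn, so this tests the code and not whether the Samy values have 2 modes.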

In 'HT', 'ONA' and 'NAG' conditions, the distribution of Samy gene expression was unimodal (population in blue). 

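A single component was chosen in HT (mean log2 value per kb 10.61), in ONA (7.40) and in NAG (7.61). The BIC of 2 components lay below that of 1 by 4.98 in HT, 8.34 in ONA and 2.56 in NAG, written as differences of -4.98, -8.34 and -2.56. Each HT and ONA library taken alone also gave 1 component. For NAG the outcome rested on replicate 1. NAG replicate 2 alone gave 2 components, of 93 and 9 features.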

The data and scripts underlying these panels can be found in **S1 Data** and **S2 Data**, respectively.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S5 Fig

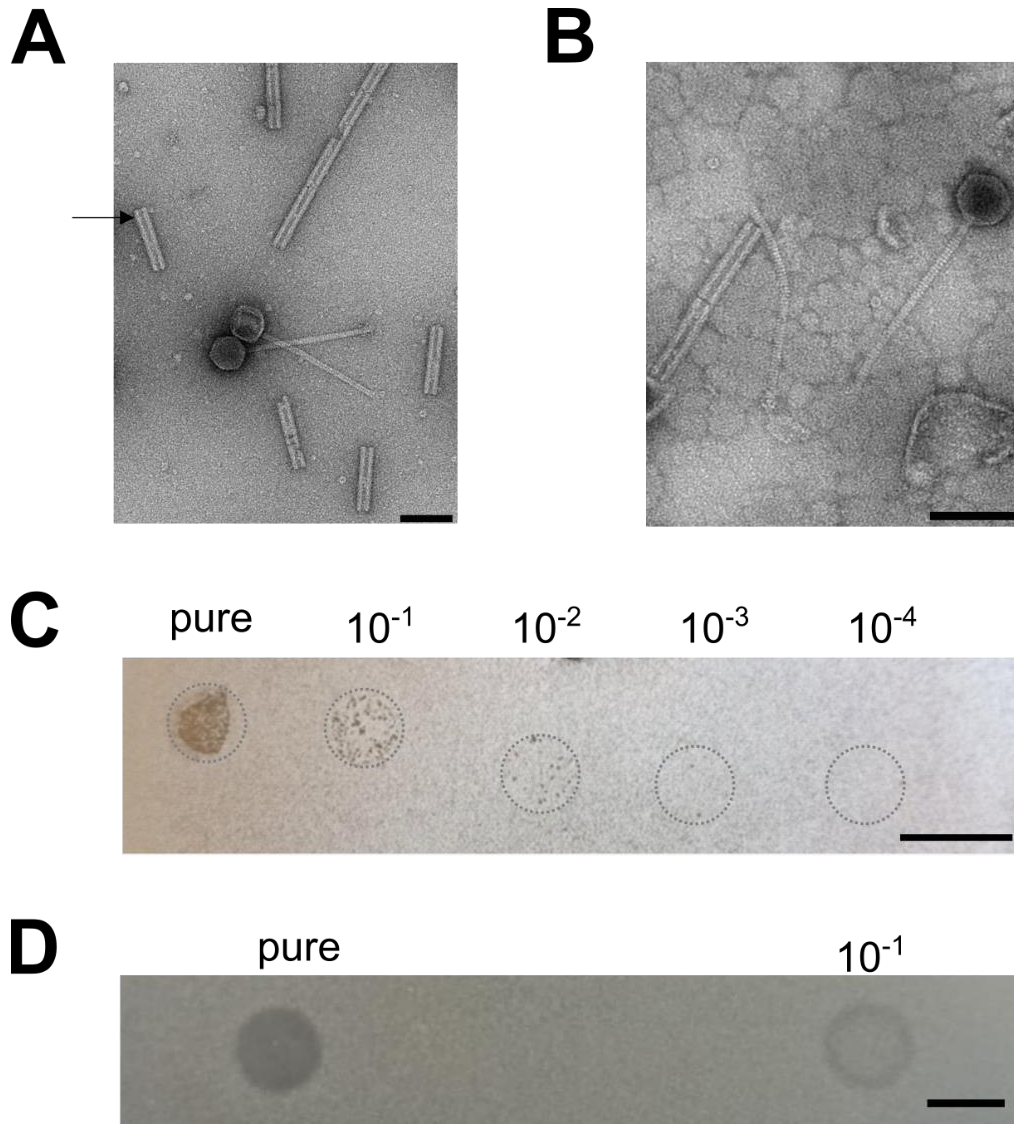

**S5 Figure: Samy phage morphology and infection assays**

**A. Imaging of Samy phage produced in BM medium by transmission electron microscopy.** *S. ambofaciens* ATCC 23877 was grown during 4 days in BM medium. The supernatant was concentrated by CsCl-gradient ultracentrifugation. Viral particles were negatively stained with uranyl acetate. Two Samy phages surrounded by regular double tubular structures (arrow) appearing to originate from a larger structure, composed of subunits of these. These structure have been described as phage tail-like nanostructures and identified as extracellular contractile injection systems (1). Scale bar: 100 nm.

**B. Imaging of Samy phage produced in HT medium by transmission electron microscopy.** *S. ambofaciens* ATCC 23877 was grown during 3 days in HT medium. Supernatant was harvested and concentrated by an iodixanol gradient. The sample was negatively stained with uranyl acetate. Samy virions and extracellular contractile injection systems were also observed. Scale bar: 100 nm.

**C. Infection of *S. lividans* TK24 by Samy phage.** Five  $\mu$ l of serial dilutions of Samy phage produced after 4 days-growth in BM medium were concentrated by centrifugation and spotted on a lawn of *S. lividans* TK24 spores poured onto an SFM plate. The picture was taken after one week of growth at 30°C. Spotted sites are framed by a grey circle. Viral plaques appear as small holes in the *S. lividans* lawn (white). Scale bar: 1 cm.

**D. Infection of *S. ambofaciens* ATCC 23877 by Samy phage.** Five µl of serial dilutions of Samy phage produced after 4 days-growth in BM medium were concentrated by centrifugation and applied onto MNB agar plates supplemented with 0.5% glucose, 10 mM MgCl<sub>2</sub>, and 8 mM CaCl<sub>2</sub> prior to pouring MNB soft agar containing spores. The picture was taken after one day of growth at 30°C. Scale bar: 0.5 cm.

**Reference:**

1. Nagakubo T, Yamamoto T, Asamizu S, Toyofuku M, Nomura N, Onaka H. Phage tail-like nanostructures affect microbial interactions between *Streptomyces* and fungi. Sci Rep. 11 oct 2021;11(1):20116.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S6 Fig

**A**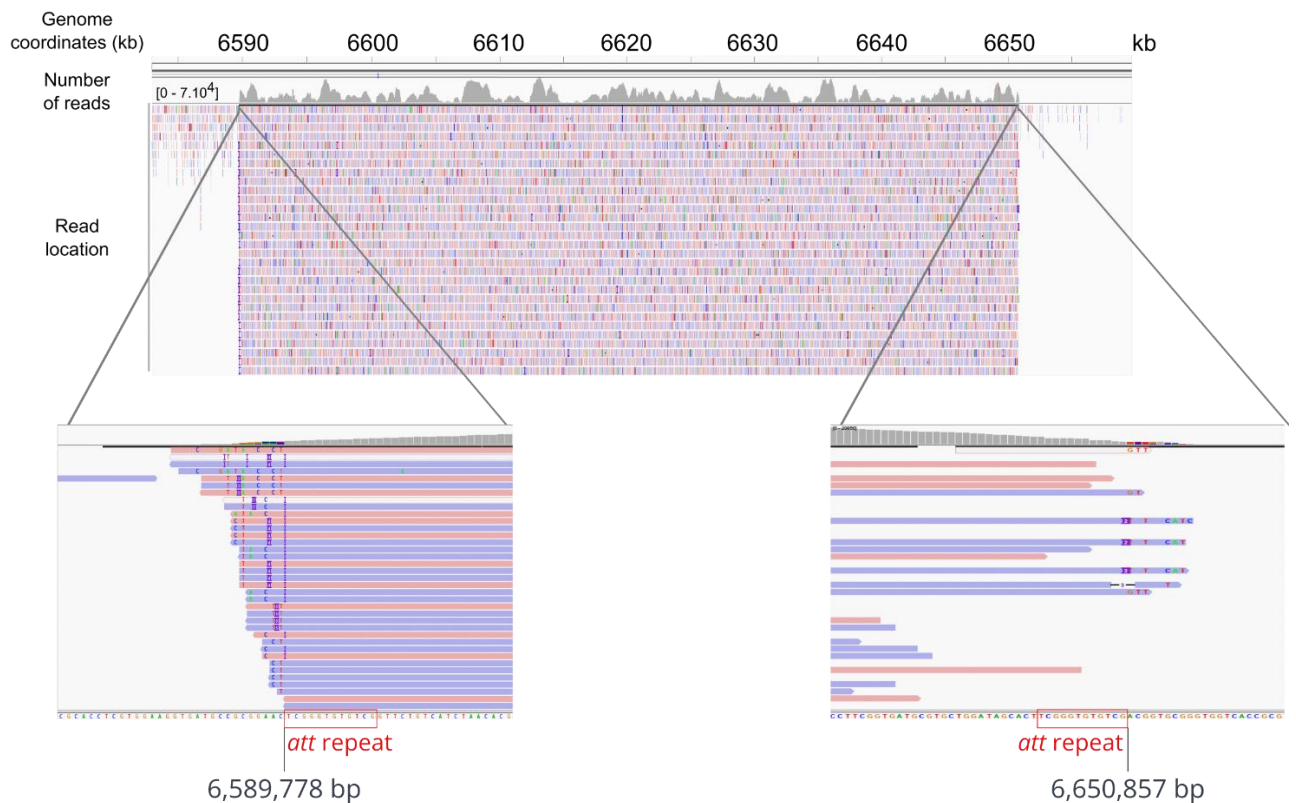**B**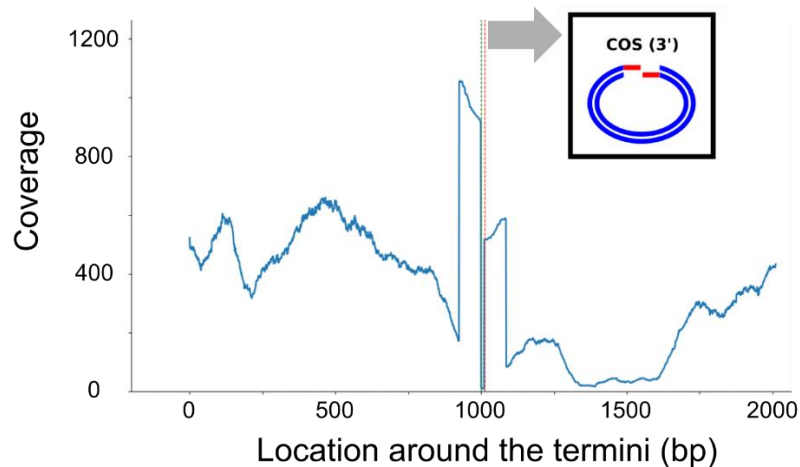

**S6 Figure: Results of high-throughput sequencing of the double-stranded DNA virome of *Streptomyces ambofaciens* ATCC 23877 grown 4 days in BM medium**

**A. Sequence coverage around Samy prophage region.** The coordinates of *S. ambofaciens* ATCC 23877 chromosome are indicated. The inserts present the focus on the regions surrounding the repeats contained in the *attL* and *attR* sites. The data were visualized using the Integrative Genome Viewer (v2.8.0) software.

**B. Sequence coverage at termini positions identified by PhageTerm (1).** Exact termini positions are represented by dotted lines (Red: left; Green: right). The predicted cohesive sequence (*cos*) is: CGTTAAGGTGC (from 6,593,965 to 6,593,975 bp position on *S. ambofaciens* ATCC 23877 chromosome). The analysis was obtained by PhageTerm (1) run from the Galaxy server (<https://galaxy.pasteur.fr>).

**Reference:**

1. Garneau JR, Depardieu F, Fortier LC, Bikard D, Monot M. PhageTerm: a tool for fast and accurate determination of phage termini and packaging mechanism using next-generation sequencing data. Sci Rep. 2017;7(1):8292.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S7 Fig

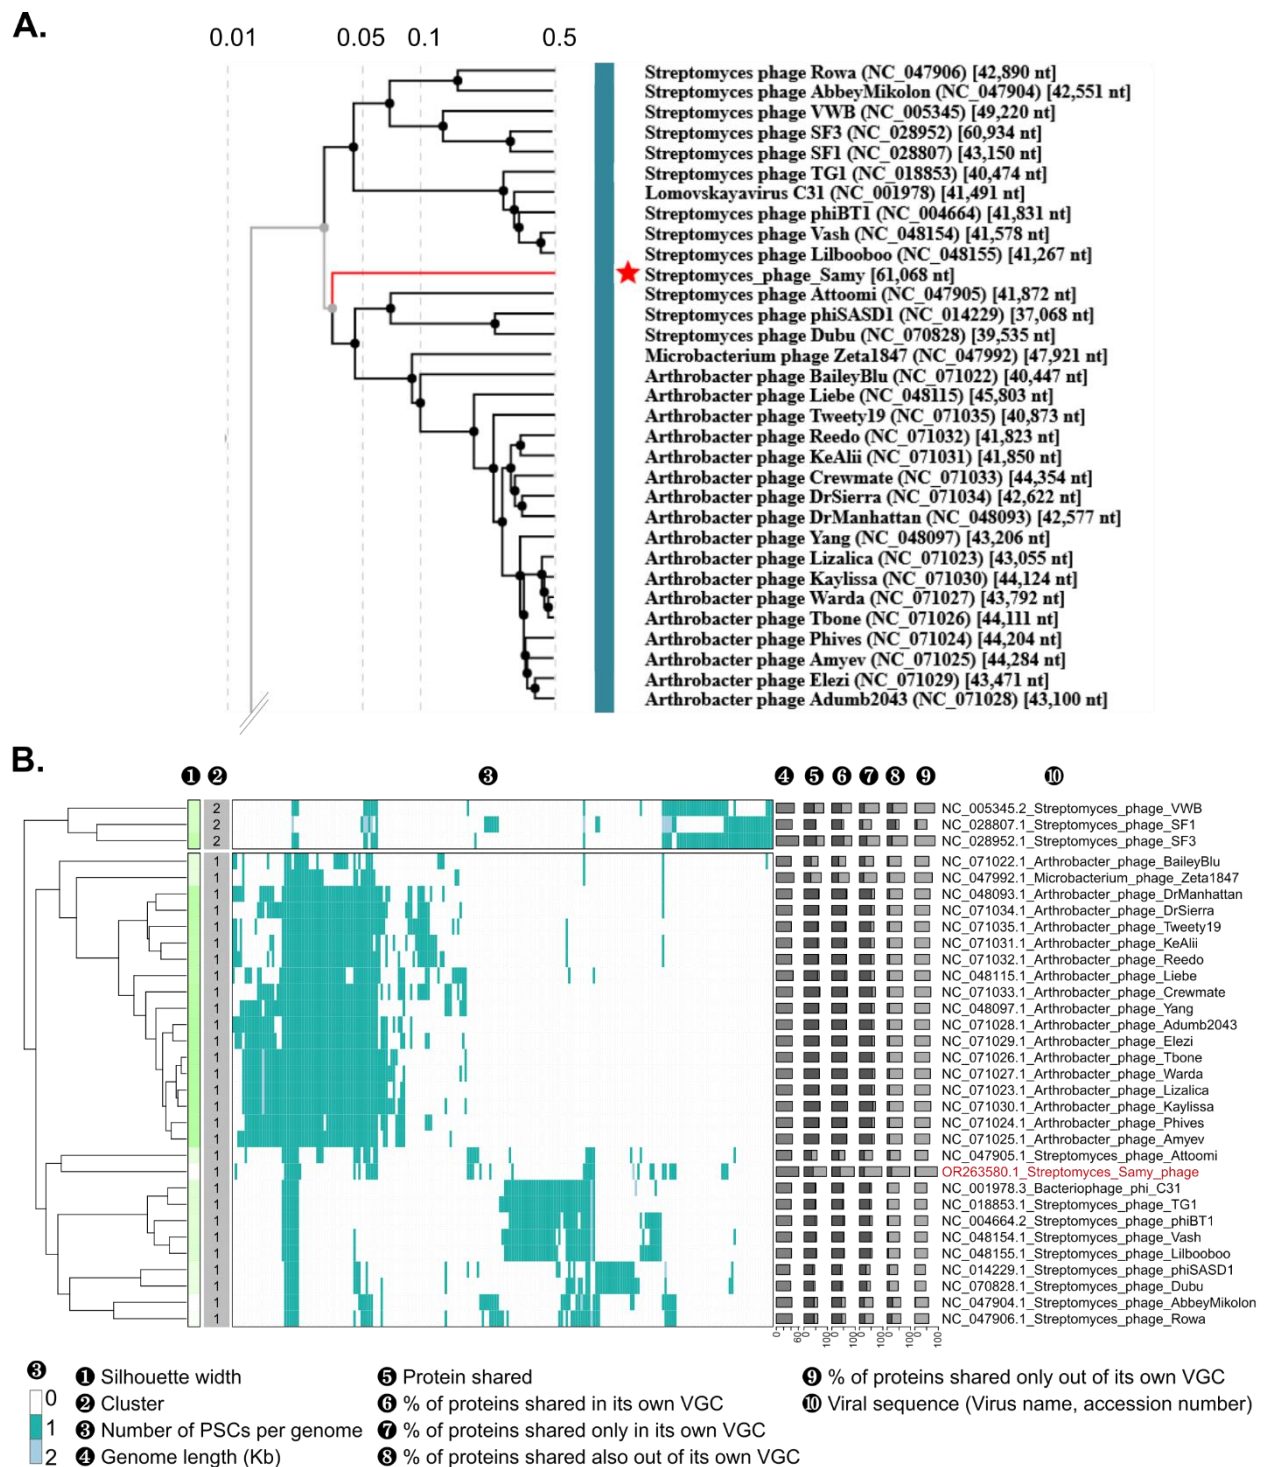

## S7 Figure: Clustering of Samy with PhiC31 and other actinophages

- A. Local view of the proteomic tree of viruses grouping with Samy using VIPTree.** This analysis was conducted via the VIPTree (1) web server, comparing Samy (red star) against all reference viral genomes of the GenomeNet/Virus-Host DB (2). Here, only the relevant region of the tree with the clusters of phages closest to Samy are displayed. Branch lengths (similarity scores,  $S_G$ ) are log-scaled and indicated above dashed grey lines.
- B. Viral clustering outputted by VirClust.** The genome clustering of all genomes presented in the panel A was performed via the VirClust web server (3) and based on protein super clusters (PSCs). The resulting tree was split into viral genome clusters (VGCs) using a 0.9 intergenomic distance threshold. The heat map represents the PSC distribution in the viral

genomes. The color scale indicates the number of copies per genome (from 0 to 2). The percentage of PSCs shared with other genomes are indicated in dark grey.

**References:**

1. Nishimura Y, Yoshida T, Kuronishi M, Uehara H, Ogata H, Goto S. ViPTree: the viral proteomic tree server. *Bioinformatics*. 2017;33(15):2379-80.
2. Mihara T, Nishimura Y, Shimizu Y, Nishiyama H, Yoshikawa G, Uehara H, et al. Linking Virus Genomes with Host Taxonomy. *Viruses*. 2016;8(3):66.
3. Moraru C. VirClust—A Tool for Hierarchical Clustering, Core Protein Detection and Annotation of (Prokaryotic) Viruses. *Viruses*. 2023;15(4):1007.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S8 Fig

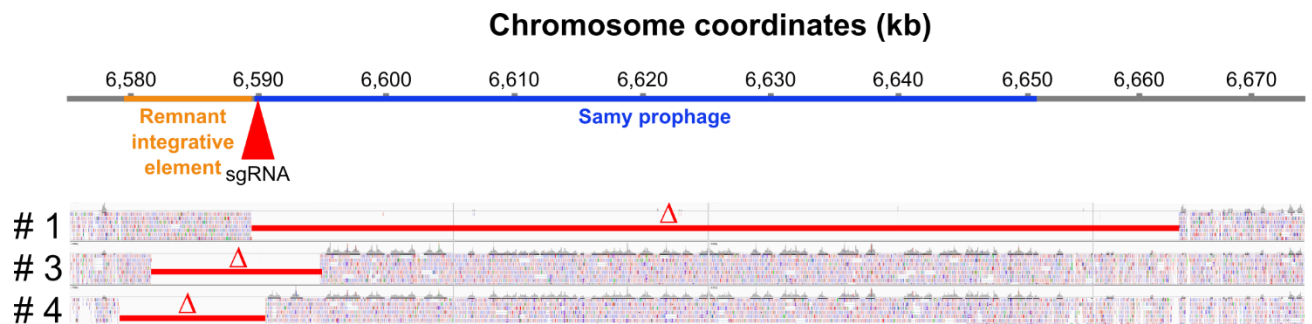

**S8 Figure: Schematic representation of deletions generated by a CRISPR-Cas9 approach targeting Sammy prophage integrase**

The Sammy integrase gene position targeted the sgRNA used in this study is indicated by a red triangle. The location of the remnant integrative element and Sammy prophage are colored in orange and blue, respectively. The position of the deletion ( $\Delta$ ) observed in each clone is highlighted by red lines. The visualization of the position of sequencing reads obtained for each clone was generated using the Integrative Genome Viewer (IGV). The precise position of each deletion is detailed in the **S4 Table**.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S9 Fig

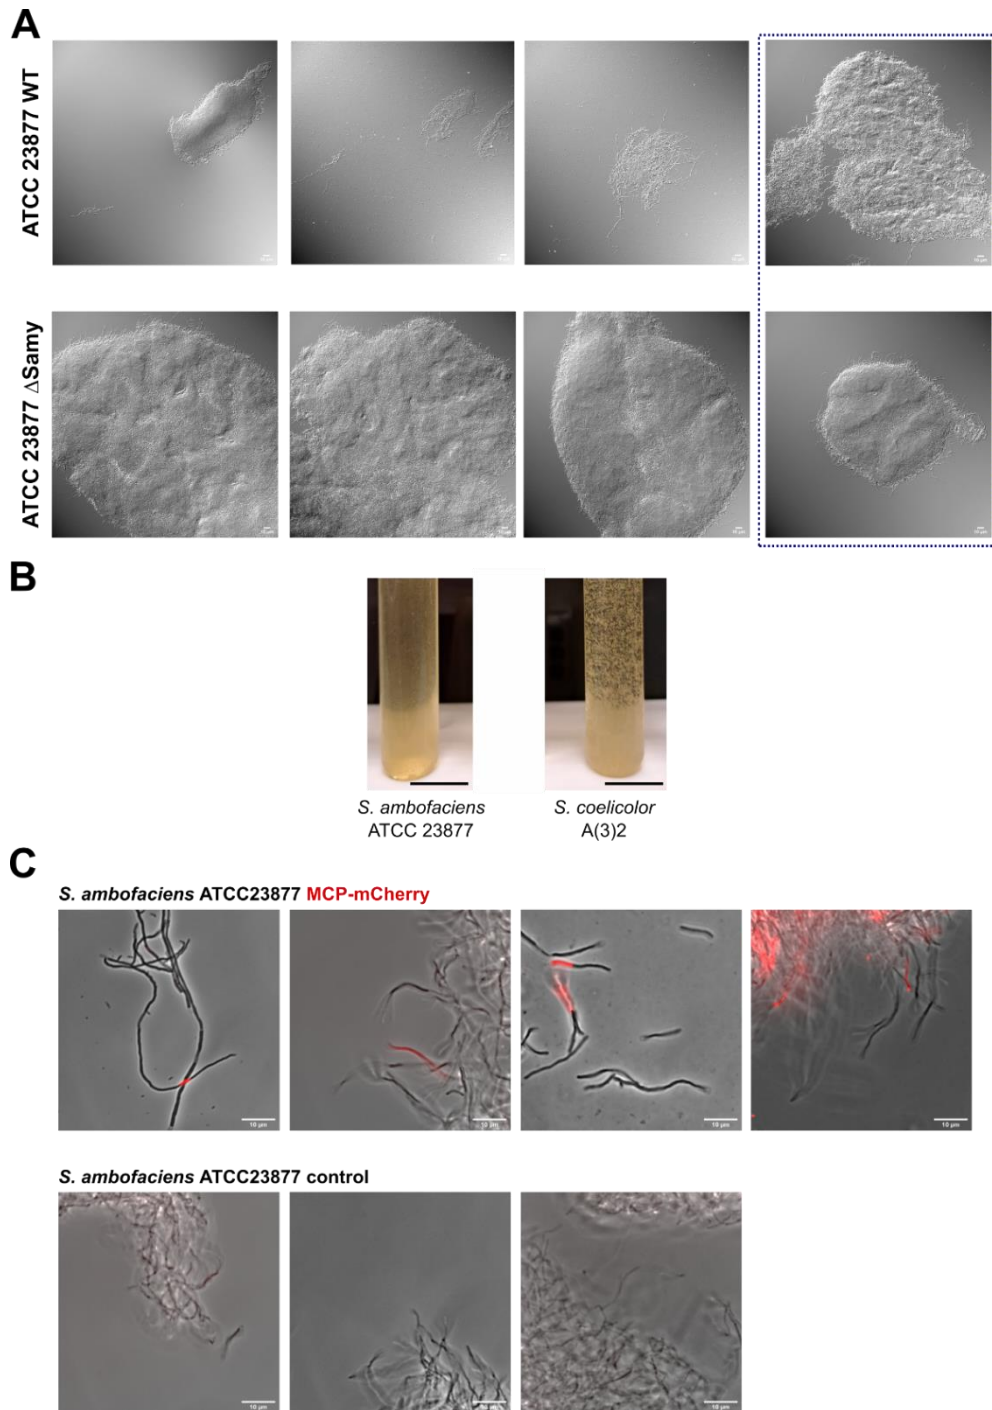

**S9 Figure: Morphology of *S. ambofaciens* and *S. coelicolor* after 4 days growth in BM medium**

- A. **Microscopy of *Streptomyces* aggregates.** *S. ambofaciens* ATCC 23877 and its derivate CRISPR-deleted of Samy prophage (clone #3) were grown in BM medium and imaged using differential interference contrast. The framed images present rare observations (clusters in the WT strain, small pellets in the Samy-deleted strain). Additional fields of the experiment presented in **Fig 4.C** panel. Scale bar: 10  $\mu$ m.
- B. **Dispersed versus aggregated growth of *S. ambofaciens* ATCC 23877 and *S. coelicolor* A(3)2 strains in BM media.** The results are representative of the appearance of the most frequently observed cultures, as the quantity and size of cell clusters may vary from one experiment to the other. Scale bar: 1.5 cm.
- C. **Pattern of Samy MCP-mCherry expression in *S. ambofaciens* colonies.** Bacteria encoding Samy MCP-mCherry fusion (top panel) or the parental strain without fusion used as a negative control (bottom panel) were inoculated from plates and grown 4 days in BM medium before red-fluorescence imaging. The overlay of red-fluorescence and bright field images is shown. Scale bar: 10  $\mu$ m.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S10 Fig

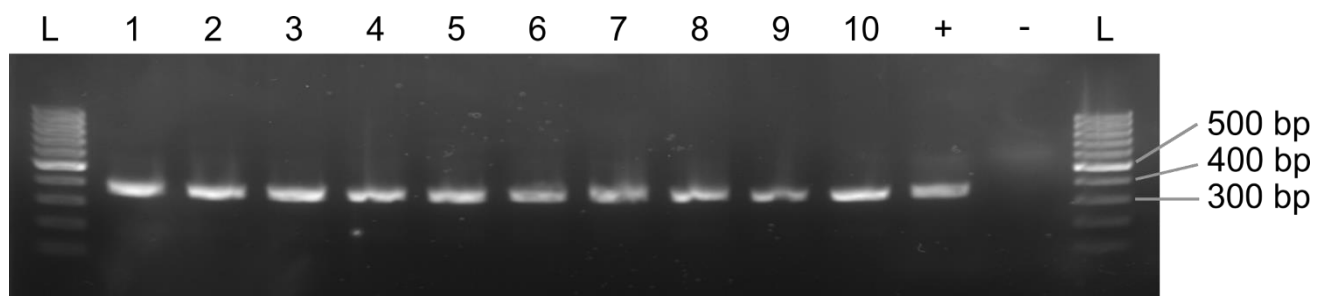

**S10 Figure: Detection of Samy prophage within the genome of clones isolated on SFM plates after 4-days growth in BM liquid medium**

Ten colonies (lines 1 to 10) from SFM plates collected after 4-days growth in BM medium were individually regrown in TSB medium. Genomic DNA was then extracted, and the presence of Samy was assessed via PCR amplification with SBM385 and SBM386 primers. PCR products were visualized on a 1.5% agarose gel stained with Atlas ClearSight DNA Stain. The parental strain *S. ambifaciens* ATCC 23877 and its Samy prophage-deleted derivative ( $\Delta$ Samy #1) were used as positive ('+') and negative ('-') control, respectively. The expected PCR product size in the presence of Samy prophage within the strains is 348 bp. "L" indicates the GeneRuler™ 100 bp DNA ladder from NEB.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S11 Fig

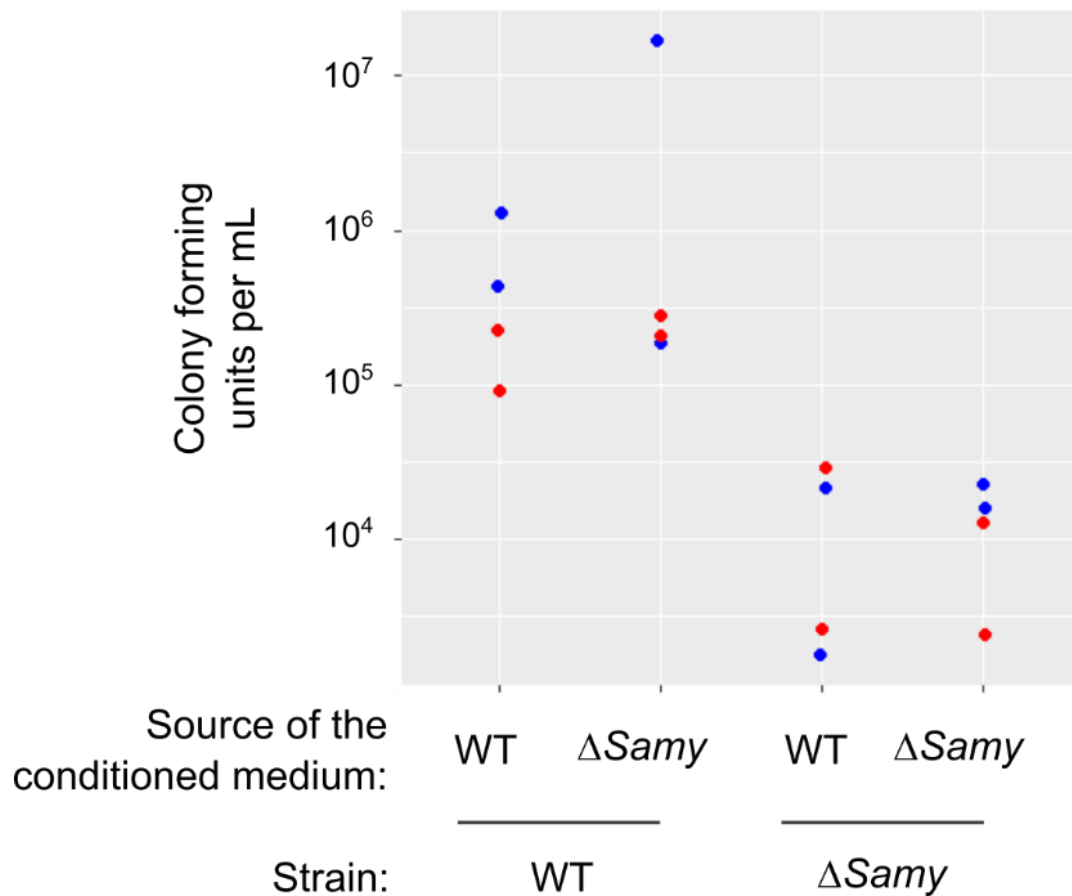

**S11 Figure: Colony forming units after 4 days of growth in BM medium of *S. ambofaciens* ATCC 23877 reference strain and its isogenic  $\Delta$ Samy clone #3 mutant supplemented with conditioned supernatants**

*S. ambofaciens* ATCC 23877 WT strain or its isogenic mutant  $\Delta$ Samy clone #3 (**S4 Table**) were grown for 24 h before supplementing the medium with filtered conditioned supernatant from a previous 4 days culture of the WT or Samy-deleted strain at ratios of 1:2 (blue) or 1:5 (red) of conditioned supernatant (0.2  $\mu$ m filtered) per 24h-culture volumes. Then, bacteria were grown for an additional 3 days before counting. The results of 2 independent experiments are presented. The data and scripts underlying these panels can be found in **S1 Data** and **S2 Data**, respectively.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S4 Table

**S4 Table: Strains used in this study\***

| Name                                                   | Main characteristics                                                                                                                        | Samy complete prophage | Reference                                                         |
|--------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------|------------------------|-------------------------------------------------------------------|
| Strains used to perform Samy infection assays          |                                                                                                                                             |                        |                                                                   |
| <i>S. ambofaciens</i> ATCC 23877                       | RP3486 strain deposited at the ATCC by RP - Sequenced genome (GCF_001267885.1_ASM126788v1)                                                  | +                      | (1), genome sequence<br>(2), Pernodet-Lautru's lab collection     |
| <i>S. ambofaciens</i> DSM 40697                        | Tü13 strain deposited at the DSM collection - Sequenced genome (GCF_001632865.1, ASM163286v1)                                               | -                      | (3), genome sequence<br>(4), Pernodet-Lautru's lab collection     |
| <i>S. albidoflavus</i> J1074/R2                        | Derivate from <i>S. albidoflavus</i> J1074                                                                                                  | -                      | (5), Pernodet-Lautru's lab collection                             |
| <i>S. coelicolor</i> A(3)2                             | Type strain                                                                                                                                 | -                      | (6), Pernodet-Lautru's lab collection                             |
| <i>S. lividans</i> 66 TK24                             | Streptomycin-resistant mutation ( <i>str6</i> ) genetic marker                                                                              | -                      | (7), Pernodet-Lautru's lab collection                             |
| <i>S. venezuelae</i> ATCC 10712                        | <i>S. venezuelae</i> Ehrlich <i>et al.</i> , type strain isolated from soil in Venezuela                                                    | -                      | Pernodet-Lautru's lab collection                                  |
| Other <i>Streptomyces ambofaciens</i> parental strains |                                                                                                                                             |                        |                                                                   |
| <i>S. ambofaciens</i> RP3486                           | Isolated from soil in France (Péronne, Somme) by RP                                                                                         | +                      | (1), Pernodet-Lautru's lab collection, initially obtained from RP |
| <i>S. ambofaciens</i> ETH 6703                         | Isolated from soil in Italy (Rome) by H. Zährner, collection from the ETH                                                                   | -                      | (3), Pernodet-Lautru's lab collection                             |
| <i>S. ambofaciens</i> Tü13                             | Collection isolate of ETH 6703 from Tübingen university                                                                                     | -                      | (3), Pernodet-Lautru's lab collection                             |
| <i>S. ambofaciens</i> ETH 11317                        | Collection from the ETH, initially named <i>S. aureofaciens</i>                                                                             | -                      | (3), (8), Pernodet-Lautru's lab collection                        |
| Derivates of <i>Streptomyces ambofaciens</i> RP3486    |                                                                                                                                             |                        |                                                                   |
| <i>S. ambofaciens</i> NRRL 2420                        | <i>S. ambofaciens</i> Pinnert-Sindico (ATCC 15154) also named 'Rhone-Poulenc 1297-18-T2, obtained by mutagenesis (UV irradiation) of RP3486 | +                      | Pernodet-Lautru's lab collection                                  |
| <i>S. ambofaciens</i> JI3212                           | Derivate of ATCC 15154 maintained by the John Innes Centre (the strain                                                                      | +                      | (9), Pernodet-Lautru's lab collection, initially                  |

|                                                         |                                                                                                                                                                                                                                                                                     |   |                                                                   |
|---------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|-------------------------------------------------------------------|
|                                                         | harbors a mutation in pSAM2 compared to ATCC 15154)                                                                                                                                                                                                                                 |   | obtained from the John Innes Institute collection                 |
| <i>S. ambofaciens</i> RP181110                          | Isolated after UV irradiation of RP3486                                                                                                                                                                                                                                             | + | (9), Pernodet-Lautru's lab collection, initially obtained from RP |
| Derivates of <i>Streptomyces ambofaciens</i> ATCC 23877 |                                                                                                                                                                                                                                                                                     |   |                                                                   |
| <i>S. ambofaciens</i> $\Delta$ Samy clone #1            | Isolated after CRISPR-Cas9 engineering with a sgRNA targeting Samy integrase encoding gene. Harbors a large deletion (74.0 kb) compassing Samy and $\approx$ 12.7 kb downstream sequences ( $\Delta$ 6,589,490-6,663,535)                                                           | - | This study                                                        |
| <i>S. ambofaciens</i> $\Delta$ Samy clone #3            | Isolated after CRISPR - Cas9 engineering with a sgRNA targeting Samy integrase encoding gene. Harbors a local deletion ( $\approx$ 13.2 kb) of the region surrounding Samy integrase gene and the remnant integrative element located upstream Samy ( $\Delta$ 6,581,646-6,594,874) | - | This study                                                        |
| <i>S. ambofaciens</i> $\Delta$ Samy clone #4            | Isolated after CRISPR - Cas9 engineering with a sgRNA targeting Samy integrase encoding gene. Harbors a deletion ( $\approx$ 11.5 kb) of Samy integrase gene and all of the remnant integrative element located upstream Samy ( $\Delta$ 6,579,093-6,590,594)                       | - | This study                                                        |

\*Abbreviations: ATCC (American Type Culture Collection), DSM (*Deutsche Sammlung von Mikroorganismen*), ETH (*Eidgenössische Technische Hochschule*, Zürich), RP (Rhône-Poulenc)

## References:

1. Pinnert-Sindico S, Ninet L, Preud'homme J, Cosar C. A new antibiotic Spiramycin. Antibiotics annual. 1955 1954;p 724-727.
2. Thibessard A, Haas D, Gerbaud C, Aigle B, Lautru S, Pernodet JL, et al. Complete genome sequence of *Streptomyces ambofaciens* ATCC 23877, the spiramycin producer. J Biotechnol. 2015;214:117-8.
3. Hütter R. [Classification of the streptomycetes with special regard to the antibiotics formed from them]. Bibl Microbiol. 1967;6:1-382.
4. Thibessard A, Leblond P. Complete Genome Sequence of *Streptomyces ambofaciens* DSM 40697, a Paradigm for Genome Plasticity Studies. Genome Announc. 2016;4(3):e00470-16.
5. Rebets Y, Brötz E, Manderscheid N, Tokovenko B, Myronovskyi M, Metz P, et al. Insights into the Pamamycin Biosynthesis. Angew Chem Int Ed. 2015;54(7):2280-4.
6. Freeman RF, Bibb MJ, Hopwood DA. Chloramphenicol Acetyltransferase-independent Chloramphenicol Resistance in *Streptomyces coelicolor* A3(2). Journal of General Microbiology. 1977;98(2):453-65.
7. Hopwood DA, Kieser T, Wright HM, Bibb MJ. Plasmids, Recombination and Chromosome Mapping in *Streptomyces lividans* 66. Microbiology. 1983;129(7):2257-69.
8. Leblond P, Francou FX, Simonet JM, Decaris B. Pulsed-field gel electrophoresis analysis of the genome of *Streptomyces ambofaciens* strains. FEMS Microbiology Letters. 1990;72(1-2):79-88.
9. Pernodet JL, Simonet JM, Guérineau M. Plasmids in different strains of *Streptomyces ambofaciens*: free and integrated form of plasmid pSAM2. Molec Gen Genet. 1984;198(1):35-41.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S5 Table

**S5 Table: Primers used in this study**

| Name                                                                                                                                | Sequence (5'-3')                                                    | Target                                                                                                                                                                                                                                                                                                                       |
|-------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Quantitative PCR                                                                                                                    |                                                                     |                                                                                                                                                                                                                                                                                                                              |
| SBM399                                                                                                                              | CCGCTGACCTCGTCGTCTAC                                                | Region 6,617,269-6,617,375 of <i>S. ambofaciens</i> ATCC 23877 chromosome corresponding to a <i>Samy</i> gene (SAMYPH_28/ SAM23877_RS29055) encoding a tail fiber protein                                                                                                                                                    |
| SBM400                                                                                                                              | GCCCTTGATGGTGTTCAGGA                                                |                                                                                                                                                                                                                                                                                                                              |
| SBM446                                                                                                                              | CGAAGCCGCTCAGGCCAACC                                                |                                                                                                                                                                                                                                                                                                                              |
| SBM447                                                                                                                              | GCCCACCCGCACCATGAAGG                                                | Region 5,975,814-5,975,937 of <i>S. ambofaciens</i> ATCC 23877 chromosome containing part of the <i>srmS</i> ( <i>srm40</i> , SAM23877_RS26595) <i>S. ambofaciens</i> ATCC 23877 gene encoding the regulator of the spiramycin BGC – This qPCR was used as a control to test the presence of host DNA after DNase treatment. |
| Primers used to clone the sgRNA targeting <i>Samy</i> integrase                                                                     |                                                                     |                                                                                                                                                                                                                                                                                                                              |
| SBM393-sgRNA –int2                                                                                                                  | CATG <b>CCATGG</b> ACACATCGACGAT<br>GGTAGGTGTTTTAGAGCTAGAAA<br>TAGC | <i>NcoI</i> - <i>SnaBI</i> sgRNA cloning site of pCRISPR-Cas9 vector from Tong <i>et al.</i> (1)                                                                                                                                                                                                                             |
| SBM67-scaffold-R                                                                                                                    | ACGCCT <b>TACGTA</b> AAAAAAGCACCG<br>ACTCGGTGCC                     |                                                                                                                                                                                                                                                                                                                              |
| Primers used to assess the presence of the <i>Samy</i> prophage in the genomic DNA of bacteria surviving 4 days growth in BM medium |                                                                     |                                                                                                                                                                                                                                                                                                                              |
| SBM385                                                                                                                              | CGCCCGCGTAGGCAAACCTGG                                               | Region of 348 bp located within <i>Samy</i> prophage, from position 6,592,295 to 6,592,642 within <i>S. ambofaciens</i> ATCC 23877 chromosome                                                                                                                                                                                |
| SBM386                                                                                                                              | GTGGAGCTGCCGTCCTCCTG                                                |                                                                                                                                                                                                                                                                                                                              |
| Primers used to clone MCP-mCherry                                                                                                   |                                                                     |                                                                                                                                                                                                                                                                                                                              |
| SBM548_MC P-UP-FOR                                                                                                                  | GGGGGTCTCTAACAATCAACGAC<br>CTGACGTTCCG                              | Region (920 bp) including the last non-stop codon of the gene encoding <i>Samy</i> major capsid protein                                                                                                                                                                                                                      |
| SBM549_MC P-UP-REV                                                                                                                  | CGCGGTCTCGGAGACCGCAATCA<br>CGTCCGC                                  |                                                                                                                                                                                                                                                                                                                              |
| SBM550_cherry-FOR                                                                                                                   | GGGGGTCTCTTCTCCAAGGGGG<br>AAGAGGACAACA                              | Synthetic mCherry encoding gene amplified in frame with MCP encoding gene (700 bp)                                                                                                                                                                                                                                           |
| SBM551_cherry-REV                                                                                                                   | CGCGGTCTCGCTACTTGTAGAGT<br>TCGTCCA                                  |                                                                                                                                                                                                                                                                                                                              |
| SBM552_Sp ecR-FOR                                                                                                                   | GGGGGTCTCTGTAGCCACACTAC<br>CATCGGCGCTA                              | Spectinomycin resistance gene (1306 bp)                                                                                                                                                                                                                                                                                      |
| SBM553_Sp ecR-REV                                                                                                                   | ATTGGTCTCGGCGGCCGCGTGAA<br>GGGCGTC                                  |                                                                                                                                                                                                                                                                                                                              |
| SBM554_MC P_D-FOR                                                                                                                   | GGGGGTCTCTCCGCGTGAAGCA<br>CGCTGGGTCCGC                              | Region downstream MCP gene (882 bp)                                                                                                                                                                                                                                                                                          |
| SBM555_MC P_D-REV                                                                                                                   | CGCGGTCTCGCAGGAGGCCTAG<br>ACATGAGCTGGGCTACCA                        |                                                                                                                                                                                                                                                                                                                              |
| SBM375                                                                                                                              | GGTCTCCCCTGTGTGAAATTGTT<br>ATCC                                     | Amplification of pOJ260 vector (2) to introduce <i>BsaI</i> sites                                                                                                                                                                                                                                                            |
| SBM376_BIS                                                                                                                          | AAACTATGACGGTCTCATGTTAC<br>GAATTCGATATCGCGC                         |                                                                                                                                                                                                                                                                                                                              |

## References:

1. Tong Y, Charusanti P, Zhang L, Weber T, Lee SY. CRISPR-Cas9 Based Engineering of Actinomycetal Genomes. ACS Synth Biol. 2015;4(9):1020- 9.
2. Bierman M, Logan R, O'Brien K, Seno ET, Rao RN, Schonher BE. Plasmid cloning vectors for the conjugal transfer of DNA from *Escherichia coli* to *Streptomyces spp.* Gene. 1992;116(1):43- 9.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S6 Table

**S6 Table: Media used in this study**

| Name                                                                            | Composition                                                                                                                                                                                 | Reference             |
|---------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------|
| Classical <i>Streptomyces</i> media                                             |                                                                                                                                                                                             |                       |
| HT<br>(Hickey and Tresner)                                                      | 1 g/L yeast extract, 1 g/L meat/beef extract (Difco™ Beef extract, ref 212610), 2 g/L bactotryptone, 10 g/L white dextrin, 0.02 g/L CoCl <sub>2</sub> , with or without 20 g/L agar; pH 7.3 | Adapted from (1), (2) |
| MM<br>(Minimal Medium Mannitol)                                                 | 0.5 g/L L-asparagine, 0.5 g/L K <sub>2</sub> HPO <sub>4</sub> , 0.2 g/L MgSO <sub>4</sub> , 0.001 g/L FeSO <sub>4</sub> , 0.5 % mannitol, 10 g/L agar; pH 7.0/7.2                           | (1)                   |
| MNB (MP Biomedicals™ Nutrient Broth)                                            | 5.0 g/L gelatin peptone, 3.0 g/L beef extract, pH: 6.9 +/- 0.1                                                                                                                              | Cat#091007 917        |
| MP5<br>(medium of production n°5)                                               | 7 g/L yeast extract, 20.9 g/L MOPS, 5 g/L NaCl, 1 g/L NaNO <sub>3</sub> , 36 mL/l glycerol; pH 7.5                                                                                          | (3)                   |
| ONA<br>(Oxoid nutrient agar)                                                    | 28g / L of Oxoid nutrient agar (corresponding to 1 g/L of meat/beef extract, 2g/L yeast extract, 5g/L pepton, 5 g/L NaCl, 15 g/L agar, pH7.4)                                               | CM003 (Oxoid)         |
| SAF                                                                             | 0.5 g/L yeast extract, 0.5 g/L meat/beef extract, 21 g/L MOPS, 5g/L glucose, 1 g/L enzymatic hydrolysate of casein, 20 g/L agar; pH 7.0                                                     | (4)                   |
| SNA<br>(Soft Nutrient Agar)                                                     | 5 g/L agar, 8 g/L MNB                                                                                                                                                                       | (1)                   |
| SFM<br>(Soy Flour-Mannitol)                                                     | 20g/L organic soy flour, 20 g/L mannitol, 20 g/L agar                                                                                                                                       | (1)                   |
| TSB<br>(Tryptic soy broth)                                                      | Tryptic Soy Broth (30g/L)                                                                                                                                                                   | BD™211825             |
| Variants of the HT or MP5 media to generate the results presented in the Fig. 3 |                                                                                                                                                                                             |                       |
| HT - dextrin                                                                    | 1 g/L yeast extract, 1 g/L meat/beef extract, 2 g/L bactotryptone, 0.02 g/L CoCl <sub>2</sub> ; pH 7.3                                                                                      | This study            |
| HT - meat                                                                       | 1 g/L yeast extract, 2 g/L bactotryptone, 10 g/L white dextrin, 0.02 g/L CoCl <sub>2</sub> ; pH 7.3                                                                                         | This study            |
| HT – CoCl <sub>2</sub>                                                          | 1 g/L yeast extract, 1 g/L meat/beef extract, 2 g/L bactotryptone, 10 g/L white dextrin; pH 7.3                                                                                             | This study            |
| HT - dextrin – meat - CoCl <sub>2</sub>                                         | 1 g/L yeast extract, 2 g/L bactotryptone; pH 7.3                                                                                                                                            | This study            |
| HT - dextrin – meat                                                             | 1 g/L yeast extract, 2 g/L bactotryptone, 0.02 g/L CoCl <sub>2</sub> ; pH 7.3                                                                                                               | This study            |
| BM<br>(bacteriophage production medium)                                         | 1 g/L yeast extract, 1 g/L meat/beef extract, 2 g/L bactotryptone; pH 7.3                                                                                                                   | This study            |
| BM + MOPS                                                                       | 1 g/L yeast extract, 1 g/L meat/beef extract, 2 g/L bactotryptone, 21 g/L MOPS; pH 7.3                                                                                                      | This study            |
| MP5 - MOPS                                                                      | 7 g/L yeast extract, 5 g/L NaCl, 1 g/L NaNO <sub>3</sub> , 36 ml/l glycerol; pH 7.5                                                                                                         | This study            |

## References:

1. Kieser T, BMJ Buttner MJ, Chater KF, Hopwood DA. Practical *Streptomyces* genetics. John Innes Foundation, Norwich, United Kingdom. 2000.
2. Hickey RJ, Tresner HD. A cobalt-containing medium for sporulation of *Streptomyces* species. J Bacteriol. 1952;64(6):891-2.
3. Pernodet JL, Alegre MT, Blondelet-Rouault MH, Guerineau M. Resistance to spiramycin in *Streptomyces ambofaciens*, the producer organism, involves at least two different mechanisms. J Gen Microbiol. 1993;139(5):1003-11.
4. Sanchez L, Brana AF. Cell density influences antibiotic biosynthesis in *Streptomyces clavuligerus*. Microbiology. 1996;142 (Pt 5):1209-20.

# Supplementary material for: Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures
**Source:** PLoS Biol. 2024 Jul 25;22(7):e3002725. doi: 10.1371/journal.pbio.3002725
**Supplement:** S2 Data — (HTML)

Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures

# Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures

## Prophage induction can facilitate the in vitro dispersal of multicellular Streptomyces structures

- RNA-seq analysis using
  SARTools
- Figure 1A
- Figure 2B
- Figure 3A
- Figure 3B
- Figure 4A
- Figure 4D
- Figure 4F
- Figure 4G
- Figure S1
- Figure S3C
- Figure S4
- Figure S11

Stéphanie
Bury-Moné

2024-06-18

```
library(ggplot2)
library(readxl)
library("seqinr")
library("ggpubr")
library(mclust)
```

The RNA-seq data generated during this study have been deposited in
the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under the accession
code GSE232795 (https://www-ncbi-nlm-nih-gov.insb.bib.cnrs.fr/geo/query/acc.cgi?acc=GSE232795).

The numeric data used to generate the figures presented below are
available in S1 Data.

## RNA-seq analysis using SARTools

The reads were mapped on a genome harboring a single TIR.

```
#=========================================Create environments
conda create -n rnaseqEBAI -y

conda activate rnaseqEBAI
conda install -c bioconda fastqc
conda install -c bioconda star 
conda install -c bioconda subread
conda list -n rnaseqEBAI

#=========================================Data
#To obtain de file from SRA (here the SRA number is SRRXXXXX)
fastq-dump --split-files SRRXXXXX

#Quality control (here the fastq number/name is SRRXXXXX.fastq)
fastqc SRRXXXXX.fastq

#===========Prepare files
Prepare these directories:
- Fastq_files/ with the fastq files
- Genome/ with the reference genome
- Bam_files/

#=========================================To do the index (it will be in "Genome" directory):

STAR   --runMode genomeGenerate   --runThreadN 4   --genomeDir ./Genome   --genomeFastaFiles ./Genome/GCF_001267885.1_ASM126788v1_genomic_woTIR2.fna      --genomeSAindexNbases 4

#=========================================Mapping (example for HT replicate 1)

STAR --genomeDir ./Genome/ --runThreadN 4 --outFileNamePrefix ./Bam_files/WTHT_1. --readFilesIn ./Fastq_files/WTHT1_S1_all_R1_001.fastq ./Fastq_files/WTHT1_S1_all_R2_001.fastq --outSAMtype BAM SortedByCoordinate --alignIntronMax 1000 --alignMatesGapMax 10000 --limitBAMsortRAM 1259563133

#=========================================COUNTING
conda activate rnaseqEBAI
featureCounts -p -s 1 -t gene -g ID -a ./Annotation/GCF_001267885.1_ASM126788v1_genomic_CONGO_PHAGE_april2023.gff -T 4 -o ./Counts/WTHT_1_counts_S.txt ./Bam_files/WTHT_1.Aligned.sortedByCoord.out.bam
```

The RNA-seq analysis was performed using SARTools DESeq2-based R
pipeline. The statistical report of project corresponds to the S3
Data.

Reference: Varet H, Brillet-Gueguen L, Coppee JY, Dillies MA.
SARTools: A DESeq2- and EdgeR-Based R Pipeline for Comprehensive
Differential Analysis of RNA-Seq Data. PLoS One.
2016;11(6):e0157022.

```
#Installation of SARTools
install.packages("devtools")
devtools::install_github("PF2-pasteur-fr/SARTools", build_opts="--no-resave-data")

################################################################################
### R script to compare several conditions with the SARTools and DESeq2 packages
### Hugo Varet
### March 23rd, 2022
### designed to be executed with SARTools 1.8.1
################################################################################

################################################################################
###                parameters: to be modified by the user                    ###
################################################################################
rm(list=ls())                                        # remove all the objects from the R session

workDir <- "./"      # working directory for the R session

projectName <- "Samy phage OSMAC-RNAseq"                         # name of the project
author <- "Stéphanie Bury-Moné"                                # author of the statistical analysis/report

targetFile <- "target_SAM.txt"                           # path to the design/target file
rawDir <- "./Counts/"                                      # path to the directory containing raw counts files
featuresToRemove <- c("alignment_not_unique",        # names of the features to be removed
                      "ambiguous", "no_feature",     # (specific HTSeq-count information and rRNA for example)
                      "not_aligned", "too_low_aQual")# NULL if no feature to remove

varInt <- "Condition"                                    # factor of interest
condRef <- "MP24"                                      # reference biological condition
batch <- NULL                                        # blocking factor: NULL (default) or "batch" for example

fitType <- "parametric"                              # mean-variance relationship: "parametric" (default), "local" or "mean"
cooksCutoff <- TRUE                                  # TRUE/FALSE to perform the outliers detection (default is TRUE)
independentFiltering <- TRUE                         # TRUE/FALSE to perform independent filtering (default is TRUE)
alpha <- 0.05                                        # threshold of statistical significance
pAdjustMethod <- "BH"                                # p-value adjustment method: "BH" (default) or "BY"

typeTrans <- "VST"                                   # transformation for PCA/clustering: "VST" or "rlog"
locfunc <- "median"                                  # "median" (default) or "shorth" to estimate the size factors

#colors <- c(rainbow(4))
colors <- c("#f3c300", "#875692", "#f38400",         # vector of colors of each biological condition on the plots
            "#a1caf1", "#be0032", "#c2b280",
           "#848482", "#008856", "#e68fac",
            "#0067a5", "#f99379", "#604e97", "lightsalmon3")

forceCairoGraph <- FALSE

################################################################################
###                             running script                               ###
################################################################################
setwd(workDir)
library(SARTools)
if (forceCairoGraph) options(bitmapType="cairo")

How the deposited data were processed for this re-analysis (not part of the article)

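Counts per gene were analysed for 13 RNA-seq libraries of one S. ambofaciens strain grown for 30 h on plates of 5 media: MM (2 libraries), NAG (2), HT (3), SAF (3) and ONA (3). Conditions and replicate numbers were taken from the sample labels. The file of NAG replicate 2 carries the number 3, and S3 Data lists 2 NAG libraries. The labels and the paper's methods give different growth temperatures (28°C and 30°C). The paper fitted 37 samples, and the others are not analysed here.

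The deposited values are raw counts per gene. The authors depleted ribosomal RNA, mapped pairs of 43 bp reads with STAR to the ASM126788v1 assembly with a single terminal inverted repeat, and counted fragments with featureCounts 2.0.1 by strand, in an annotation they had modified. Fragments that map to several places were not counted, and replicates were not pooled. The labels describe the first read as antisense, whereas the option used for counting takes it as sense. The count tables were used as deposited. They hold 7403 chromosomal features and 131 of pSAM1, of which 217 had no count in any library. Total counts per library ranged from 5325039 to 12462597. Of the features, 7421 were matched to a RefSeq gene table and 858 had a symbol there. That table holds no product names, so products came from S1 Data and from the first 1154 of the 7320 rows of S2 Table.

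Differences between conditions were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr by condition, quasi-likelihood fit with robust estimation, all 13 libraries in one fit, no covariates), with Benjamini-Hochberg adjustment over the 6817 tested features and a threshold of 0.05. HT, ONA, NAG and SAF were each compared with MM, and HT with ONA, NAG and SAF. Sets of genes were tested with camera in limma 3.58.1 (preset correlation 0.01), adjusted over 13 classes in each comparison. Shares of counts were compared by exact two-sided permutation of the mean log2 share, with single libraries shuffled as if those of a medium were independent. Levels per kb used DESeq2 1.42.0 size factors, with 1 added to the mean normalized count. Components were fitted with mclust 6.1.1 for 1 to 9 components. Distances, Ward clustering and principal components used variance-stabilized counts. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. For genes without a count in a condition, a bound was computed from 3 counts over the libraries of that condition.

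The genes named were chosen by a rule: genes the paper names, members of the classes its text names (all members of a class of 6 or fewer, otherwise the 3 with the largest change in HT against MM among called genes whose libraries did not overlap), the 5 largest rises and falls outside Samy, its neighbouring remnant and pSAM1, the 5 most transcribed Samy genes in MM and in HT, and the 2 features of largest summed count. The paper's own values for some of these genes had been seen in its tables when the rule was written. The exact word patterns that match genes to classes were written after the count tables had been opened and first exploratory fits had been seen. This rule, the tests and 23 lines of alternatives were set before the data were examined. The alternatives were DESeq2, other scaling factors (median-of-ratios, upper-quartile, without the 2 largest features, or from features outside mobile elements), no filter on low counts, a fit of the 2 compared conditions alone, a replicate block, a limit of 1 on the log2 fold change, each library left out in turn, other totals, quartiles and mixture models, and fry or an estimated correlation for the sets. A paired fit of HT, SAF and ONA alone and a test of the Samy share without the HT libraries were added after seeing the data.

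Whether replicate numbers pair the libraries was checked by correlating deviations from the condition means. Libraries with the same number deviated together in HT, SAF and ONA (correlations from 0.36 to 0.73). The highest were those of replicate 1. Between replicates 2 and 3, correlations were 0.36 to 0.47 for the same number and 0.19 to 0.37 for different numbers. The libraries of HT, SAF and ONA deviated against those of the same number in MM (from -0.38 to -0.14) and in NAG (from -0.34 to -0.14), while MM and NAG, with 2 libraries each, deviated together (0.36). The paper and the labels do not say what a replicate number stands for. S3 Data lists all 13 libraries in one batch.

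The steps were tested on simulated data, with counts drawn for the 6817 genes and 200 of them changed. In the data, 1839 were called in HT against MM, and so many calls loosen the adjusted threshold. The recoveries below therefore test the steps and are not those of the data. In the simulated HT against MM comparison, edgeR recovered 46% of genes changed by 2 and 1% of those changed by 1 on the log2 scale, with 1 false call among 48. For HT against ONA it recovered 63% and 3%, with 2 false calls among 68, and it made 0 calls between ONA and MM, where nothing was changed and DESeq2 made 5. DESeq2 recovered 63% of genes changed by 2 in HT against MM, with 13 false calls among 81, and 76% in HT against ONA, with 12 among 92. A bar set at first, recovery of more than 50% of the genes changed by 2, was not met for HT against MM. The spread drawn allows 40.5% there, so the bar was replaced, after these values were seen, by tests of the estimates, their errors, the false calls and the recovery that the spread allows.

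Left out were pSAM2, geosmin and SigA, whose genes no table used here pairs with identifiers, the GO terms, and the Samy tRNA-Gln in gene tests, whose counts were under the filter.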

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

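The test on the genes beside the pair was planned before its result was known. The fits with a library left out and with other scalings were set before the data were examined, and their use as tests of this pattern was chosen only after the result was seen.

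The genes named as eCIS orthologs, SAM23877_RS16255 and SAM23877_RS16260, were singled out because they show a signal in a comparison the paper does not discuss. Their log2 fold changes in SAF against MM were 9.60 and 8.42, with every SAF library above both MM libraries. The paper discusses their transcription in HT. Reads misplaced on single genes would leave the neighbours unchanged. The median log2 fold change in SAF against MM was 6.96 over the 4 genes before the pair and 9.45 over the 4 after it, which argues against misplaced reads. A single library does not carry the difference, since the largest edgeR adjusted p of the pair with one library left out was 0.00229. The scaling of the libraries does not carry it either, since the smallest log2 fold change over the scalings was 8.37. The composition of the media remains open as a biological explanation, as a hypothesis, since the pattern was found and tested on the same libraries. In NAG, which differs from MM by the added N-acetylglucosamine, they were higher than in MM by 8.55 and 7.19 (edgeR adjusted p = 0.000274 and 0.000567). Which component of SAF matters was not tested. Reads from another organism were not tested.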

How the results depend on the processing

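The alternatives of a replicate block in HT, SAF and ONA alone and of the Samy share without the HT libraries were chosen after seeing the data, and the others were planned. For the single named genes, direction and side of the threshold held in 690 comparisons with an alternative, while 9 came to be called and 6 were lost. With a library left out, 400 held, 2 came to be called and 40 were lost. For the other results, 561 comparisons held direction and size, 33 moved, 5 changed sign, 4 lost and 1 gained its side of the threshold. With a library left out, 254 held, 65 moved and 8 changed sign. Where no cause is given below, the cause was not tested.

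In the fit of the 2 compared conditions alone, which rests on fewer libraries, 342 genes changed in NAG against MM (146 higher, 196 lower; 4 of pSAM1), and edgeR called 0 Samy genes higher, where 5 were called in the fit of 13 libraries, 56 had an unadjusted p under 0.05 there and DESeq2 called 46. In SAF against MM, 916 changed (462 higher, 454 lower; 10 of pSAM1). The median log2 fold change of the sigma factors was -0.18. Nitrogen assimilation had a median of 0.41 under DESeq2, 0.40 with no low-count filter, -0.17 when normalized outside mobile elements, and -0.32 with upper-quartile factors, which also gave 9 Samy genes higher in NAG and medians of -0.050 for sigma factors and -0.18 for the SOS genes. Upper-quartile factors moved the median of all genes to -0.12 in HT against ONA and HT against NAG and to -0.09 in HT against MM. With a limit of 1 on the log2 fold change, 257 genes were lower in HT than in ONA.

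With the replicate block over the 13 libraries, edgeR called 15 Samy genes higher in NAG and 3 in SAF than in MM. The medians in HT against MM were -0.15 for nitrogen assimilation, -0.024 for sigma factors, 3.68 for chaplins and 4.38 for 2-methylisoborneol. For the gas vesicle genes the median was 0.70, against 2.16 without the block. The block changed the calls of recA, ectB, thpD, SAM23877_6183 and SAM23877_RS29325 in HT against MM and of no other named gene. In MM and NAG the numbers do not pair with those of HT, SAF and ONA. Calls lost or gained with this block against MM are therefore neither weaker nor stronger effects. In the paired fit of HT, SAF and ONA alone, 2265 genes changed in HT against ONA (1258 higher, 1007 lower) and 2488 in HT against SAF (1235 higher, 1253 lower).

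Among the class tests of HT against MM, camera with the correlation estimated gave adjusted p of 0.336 for ergothioneine, chaplins and host tRNAs and 0.411 for arginine biosynthesis, none under the threshold, whereas fry kept these 4 under it and added 2-methylisoborneol (0.0218). Without the 2 largest features in the total, the Samy share was 0.322% in MM and 0.259% in SAF, a change that the smaller total brings about. For the share of Samy genes below the first quartile, single libraries gave 4.90% in HT replicate 3, 19.6% in NAG replicate 2, 17.6% in ONA replicate 2 and 42.2% in SAF replicate 1, and MM gave 38.2% with the quartile of all 5 conditions together and over features with a count. NAG replicate 2 on its own had 2 components of Samy expression. Without the HT libraries, the Samy share of ONA and NAG was 1.63-fold that of MM and SAF (exact permutation of single libraries, p = 0.0238), against 4.16-fold with them. The clustering of the libraries was the same under each of its alternatives.

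With each library left out in turn, the counts of changed genes against MM were 1047 to 1532 in HT, 1078 to 1293 in ONA, 561 to 1082 in NAG and 841 to 1218 in SAF, those higher 564 to 894 in HT, 404 to 587 in ONA, 224 to 502 in NAG and 392 to 631 in SAF, and those lower 483 to 638 in HT, 320 to 580 in NAG and 449 to 606 in SAF. Samy genes higher than in MM were 49 to 78 in HT, 0 to 27 in ONA, 0 to 25 in NAG and 0 to 1 in SAF. In HT against ONA, 748 to 1123 genes changed (543 to 769 higher, 205 to 354 lower) and 42 to 77 Samy genes were higher. In HT against NAG, 774 to 1084 genes were lower and 30 to 73 Samy genes higher. For pSAM1 against MM, 12 to 27 features changed in HT, 12 to 22 in ONA, 11 to 20 in NAG and 10 to 17 in SAF, and 10 to 23 were higher in HT, 5 to 13 in ONA, 0 to 1 in NAG and 4 to 11 in SAF. Host tRNAs lower in HT than in MM numbered 21 to 27. The lowest of these counts in HT and ONA against MM came without MM replicate 2, those of NAG for all and lower genes without NAG replicate 2, and those of HT against ONA without ONA replicate 2. The comparison with 1 library left in MM or NAG assumes that it varies like the other conditions.

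The medians of the classes in HT against MM then ranged from -0.56 to 0.27 for nitrogen assimilation, -1.21 to 3.07 for gas vesicle, -0.28 to 0.25 for sigma factors, -0.41 to 0.059 for ribosomal proteins, -0.34 to 0.047 for aminoacyl-tRNA ligases, 3.05 to 4.34 for chaplins, 3.38 to 4.99 for 2-methylisoborneol, -0.12 to 0.016 for the SOS genes and -2.08 to -1.59 for host tRNAs. The sign changed for nitrogen assimilation (0.27), ribosomal proteins (0.059) and aminoacyl-tRNA ligases (0.047) without MM replicate 1, for the gas vesicle genes (-1.21) and the SOS genes (0.016) without HT replicate 1, and for sigma factors without HT replicate 1 (-0.28), MM replicate 1 (-0.026) or MM replicate 2 (-0.11). The median of the Samy genes ranged from 0.75 to 3.18 in NAG against MM, from -0.91 to -0.13 in SAF against MM and from 1.62 to 4.54 in HT against NAG. In NAG against MM the lowest came without NAG replicate 1 and the highest without NAG replicate 2, and in HT against NAG the reverse held.

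At the depth and replicate number of these libraries, small changes can be missed, and the simulation varied neither. In counts simulated for HT against MM, edgeR recovered 46% of genes changed by 2 and 1% of those changed by 1 on the log2 scale. The simulation changed 200 of the 6817 genes, whereas 1839 were called in the data. So many calls loosen the adjusted threshold, so the simulated recovery does not carry over to the data. There, 1044 genes were called higher and 795 lower, of which 974 and 586 changed by at least 1. Genes called at smaller changes include recA at -0.86.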

Differences from the paper's values

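In ONA against MM, the paper's report (S3 Data) gives 1046 genes higher and 695 were called here. Among the alternatives set before the data were examined, the counts with DESeq2 (896), median-of-ratios factors (701), the replicate block (748) and without the 2 largest features (719) lie within 1.5 times the paper's. Those with no filter on low counts (678), normalization outside mobile elements (692), the 2 conditions alone (563), upper-quartile factors (636), without MM replicate 1 (474) or 2 (404) and without ONA replicate 1 (587), 2 (582) or 3 (546) do not.

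In NAG against MM, the paper's report gives 731 genes higher and 470 were called here. The counts with DESeq2 (694), median-of-ratios factors (495), without the 2 largest features (507) and without NAG replicate 1 (502) lie within 1.5 times the paper's. Those with no filter on low counts (447), normalization outside mobile elements (472), the 2 conditions alone (146), the replicate block (487), upper-quartile factors (424), without MM replicate 1 (257) or 2 (224) and without NAG replicate 2 (241) do not. The paper's fit held 37 samples and this one 13.

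The paper places a larger share of Samy genes of MM in its lowest category than the 33.3% found here, where SAF gave 50.0%. The share in MM was 38.2% with the quartile of all 5 conditions together and with the quartile over features with a count.

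The paper counts SigE and SigF among the sigma factors induced in HT. Here sigE (SAM23877_RS23375) changed by 0.21 (edgeR adjusted p = 0.556), and no alternative called it. It was found by symbol alone and is not in the part of S2 Table read, so the paper's own call for it was not seen. The part of S2 Table read here marks both genes with the product SigF as not changed in HT, and neither was called here. The SigF that the paper means may lie outside that part, so its statement was not tested. A gene of the SigB/SigF/SigG family, SAM23877_RS03825, was called higher, as in S2 Table.

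The paper states strong expression of the holin family gene SAM23877_RS09270 in HT. By its log2 value per kb it stood at percentile 90.2 of all features in HT and 51.7 in MM, so its level in HT is no difference. Its log2 fold change of 4.00 against MM, which is not the reference of the paper's comparison in liquid MP5 medium, was not called by edgeR (adjusted p = 0.0989) and was called by DESeq2 (adjusted p = 0.00175). The other 3 phage-related genes it names were called higher than in MM, and in HT SAM23877_RS16255 stood at percentile 38.0, SAM23877_RS16260 at 71.4 and SAM23877_RS23520 at 76.8. The paper states strong expression of pSAM1 in HT, with a comparison with another medium and with levels relative to the whole genome in each condition. By such levels, 31 of its 131 features lay above the third quartile here in HT (23.7%) and 27 in MM (20.6%). Its share of the counts here was 0.508% in HT and 0.500% in MM, while 25 of its 110 tested features were higher and 6 lower.

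The paper names nitrogen assimilation as repressed where Samy is induced. In HT, 4 of the 12 tested genes were lower, among them nirB and glnII, and 5, all urease genes, were higher. In ONA and NAG, 5 and 4 were lower.

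The paper lists gas vesicles and ectoine among processes raised with Samy. The 3 gas vesicle genes named here were not called by edgeR under any alternative, and DESeq2 gave no adjusted p for them. S2 Table marks these 3 as not changed in HT too, so they are no difference there. Other gas vesicle genes that the paper may mean were not tested. For ectoine, edgeR called all 3 genes higher than in MM in ONA (median log2 fold change 6.11) and 2 in NAG (3.91), so the difference concerns HT above all. There ectA, ectB and thpD had log2 fold changes of 2.98, 3.31 and 2.87 and were not called by edgeR (adjusted p = 0.0847, 0.0569 and 0.0655). DESeq2 called all 3, and upper-quartile factors and the fit without HT replicate 3 called ectB. The replicate block called ectB and thpD, but in MM its numbers do not pair with those of HT, so these calls add no support. The 4 ergothioneine genes were all called higher than in MM in HT and ONA, but only 1 was in NAG. All 4 were also called higher in SAF, outside the conditions the paper names as inducing.

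The paper reports all Samy tRNAs as induced. Here 3 of the 4 were called higher and tRNA-Gln was not tested, with 8 counts in HT and 0 in MM. It reports 34 host tRNAs as repressed, and 33 were called here. The alternatives that keep all HT and MM libraries gave 32 to 37, with 37 under DESeq2, and leaving out a library gave 21 to 27, the lowest without MM replicate 2.

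The paper states that DnaE transcripts did not rise in HT. Of the 2 genes with the symbol dnaE, SAM23877_RS10090 was not called (-0.29) and SAM23877_RS30715 was called higher (1.59, edgeR adjusted p = 0.0161), but not without MM replicate 1 (0.100) or MM replicate 2 (0.0775). No gene of recA, lexA, recN and ruvA was called higher.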

Other observations

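Of the tests in this part, those of library depth for the replicate 1 pattern and of short fragments for the tRNAs were planned before their result was known. The others were chosen only after the result was seen.

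With 3 libraries against 3, other splits of the same 6 libraries were counted. For HT against ONA, 1 of 10 splits, the real one, gave as many called genes (1279), and for HT against SAF also 1 of 10 (1467). No share under 0.1 is possible, so chance cannot be excluded by this count. The other splits gave 0 calls by edgeR. DESeq2 was not run on them. Libraries with the same replicate number deviated together, most in replicate 1, and the real split parts 3 pairs, as do 3 of the 9 others per comparison.

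Replicate 1 of HT, SAF and ONA differed from replicates 2 and 3 of the same media. In an edgeR fit of these 9 libraries with the condition as a factor, 954 of 6575 genes were called, 706 higher and 248 lower in replicate 1. Of the 27 ways to choose a library of each medium, 1 gave as many, the real one. With the libraries thinned to 5325039 counts, 926 genes were called, 895 of them shared, which argues against library depth. The change did not follow gene length (Spearman's rho -0.0219). DNA in the libraries would raise weakly transcribed genes above all, and the change followed the level per kb only weakly (rho -0.135), with 61.1% of genes below the first quartile of that level higher in replicate 1. A candidate explanation is a state shared with replicate 2 of MM and NAG. Of the called genes, 78.1% moved from MM replicate 1 to 2 in the direction that leads to replicate 1 of the other media, and 81.0% did so in NAG, against 53.9% and 54.6% of genes not called. These 4 libraries were not in the fit. The correlations of deviations, however, already show replicate 2 of MM and NAG deviating with replicate 1 of the other media. The shares are therefore no independent check. What the state stands for, such as the age of the culture or the day of handling, was not tested, and no biological explanation was tested, since the design gives none for a replicate number.

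Host tRNAs were lower in HT than in MM, with a median log2 fold change of -1.99. A loss of short fragments in the HT libraries would lower other features with short transcripts too. The median of the 26 other features annotated under 150 bp was -0.073, with 1 higher and 2 lower. Short genes can lie in longer transcripts, whose lengths are not known here, so this cannot decide the question. The MM libraries were deeper than those of HT, and for depth to be the cause the log2 share would have to rise by 4.11 per doubling of the total. Within HT and MM it changed by -0.0135 (SE 0.0798), which argues against depth, although in SAF, ONA and NAG it rose by 5.14 (SE 0.643). Fragments that map to several tRNA copies, left out of the counts, and RNA extraction remain open and were not tested, as does the medium. A loss of short fragments remains open too.

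The Samy share of NAG replicate 2 was lower than that of NAG replicate 1, by a ratio of 2.08. Without the 2 largest features, the larger of which took 11.9% and 25.1% of their counts, the ratio was 1.76, so these features account for part of it at most. The nearest library of NAG replicate 2 was NAG replicate 1, at a distance of 74.3, which argues against a mislabelled MM library. What separates the 2 libraries was not tested further, and the design gives no biological explanation.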
